# Transcriptome profiles of blastocysts originating from oocytes matured in follicular fluid from preovulatory follicles of greater or lesser maturity

**DOI:** 10.1186/s12864-025-11521-0

**Published:** 2025-04-04

**Authors:** Allyson E. Stokes, Hannah M. Clark, J. Lannett Edwards, Rebecca R. Payton, Jon E. Beever, Trevor F. Freeman, Emma A. Hessock, F. Neal Schrick, Sarah E. Moorey

**Keywords:** Blastocyst, Bovine, Cellular growth pathways, Embryo development, Follicle maturity, Metabolism, Oocyte, RNA-sequencing, Transcriptome, Wnt signaling pathway

## Abstract

**Background:**

Oocyte competence for early embryo development relies on intercellular communication between the maturing oocyte and preovulatory follicle. Preovulatory follicle maturity, as indicated by serum estradiol concentration or follicle diameter, has previously been linked to pregnancy, follicular fluid metabolites, cumulus-oocyte metabolism, and oocyte competency for embryo development. Such relationships indicate metabolic and developmental programming of the oocyte based on the preovulatory follicle’s physiological status, but downstream impacts on the molecular signature of blastocysts have not been examined. We hypothesized that supplementing maturing oocytes with follicular fluid originating from preovulatory follicles of greater or lesser maturity would impact the transcriptome of resulting blastocysts and indicate metabolic programming of the embryo that originated from the oocyte’s maturation environment. The objective was to investigate the effect of follicle maturity on the oocyte by examining the transcriptome of blastocysts originating from oocytes matured in the presence of follicular fluid from preovulatory follicles of greater or lesser maturity.

**Results:**

In vitro maturing oocytes were supplemented with follicular fluid collected from preovulatory follicles of greater or lesser maturity. Following identical embryo culture procedures, RNA-sequencing was performed on pools of 2 blastocysts (Greater, *n* = 12; Lesser, *n* = 15; all with stage code = 7 and quality code = 1). A total of 12,310 genes were identified in blastocysts after filtering to remove lowly abundant genes. There were 113 genes that differed in expression between blastocysts originating from oocytes matured in greater versus lesser maturity follicular fluid (eFDR < 0.01). Although no pathways were significantly enriched with differentially expressed genes, transcriptome profiles suggested improved Wnt/β-catenin signaling, metabolism, and protection from oxidative stress in blastocysts derived from oocytes matured in greater maturity follicular fluid, while potential unregulated cell growth presented in blastocysts resulting from the lesser follicle maturity treatment.

**Conclusions:**

Follicular fluid from preovulatory follicles of greater physiological maturity may better prepare maturing oocytes for early embryo development. Furthermore, oocytes matured in follicular fluid from preovulatory follicles of lesser maturity may attempt to overcompensate for nutrient deficit during oocyte maturation, leading to uncontrolled cellular growth and increased oxidative stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-11521-0.

## Background

Appropriate preparation of the oocyte to support early embryo development is heavily influenced by intercellular communication between the maturing oocyte and preovulatory follicle. Leading up to and during oocyte maturation, the oocyte relies on exposure to metabolites, RNA, proteins, and other substrates originating from the follicular fluid and surrounding somatic follicular cells [1–6]. Optimal oocyte competence for embryo development only occurs when the oocyte matures in vivo [7–10], and the physiological maturity of the preovulatory follicle strongly influences oocyte capacity for early embryo development [11, 12]. Initial studies investigating oocyte developmental competence utilized preovulatory follicle diameter and/or circulating estradiol (E2) concentration at the time of gonadotropin releasing hormone (GnRH) administration to induce the luteinizing hormone (LH) surge as markers of preovulatory follicle maturity. Such studies unveiled associations between follicle maturity, pregnancy, and oocyte competence for embryo development in cattle and humans alike [4, 11–18]. More recent studies in bovine have utilized RNA-sequencing and ATP analyses to reveal a distinct, positive metabolic relationship between preovulatory follicle maturity and cumulus-oocyte metabolism [19, 20]. As part of this relationship, key metabolites related to glucose and amino acid metabolism were more abundant in follicular fluid originating from preovulatory follicles of greater versus lesser maturity [3, 20].

Until recently, a causal relationship between oocyte developmental competence and the varying preovulatory follicular fluid milieu due to follicle maturity was lacking. In vitro oocyte maturation within media supplemented with follicular fluid from preovulatory follicles of greater or lesser maturity provides an intriguing technique to examine causality between preovulatory follicular fluid and oocyte metabolic competence for embryo development. Such procedures utilize pools of oocytes from similar origin; therefore, intrinsic differences in oocytes derived from follicles of greater or lesser maturity prior to oocyte maturation are removed to allow a more focused investigation of effects of an altered follicular fluid milieu on oocyte metabolism or downstream embryo development. Therefore, an in vitro study was recently performed to assess the impact of preovulatory follicle maturity on oocyte metabolism and competency for embryo development by supplementing in vitro maturing bovine oocytes with follicular fluid originating from follicles of greater or lesser physiological maturity [21]. The study revealed increased accumulation of metabolites related to glucose metabolism and other processes related to oocyte metabolic preparation in the conditioned oocyte maturation media (OMM) originally supplemented with follicular fluid from follicles of greater versus lesser maturity. These results emphasized an effect of follicle maturity on cumulus-oocyte complex (COC) metabolism and metabolic programming of the oocyte for embryo development. Blastocyst development did not differ between follicle maturity treatments, but follicle maturity was linked to differences in embryo developmental stage, as previously observed in vivo [11]. Investigation of the molecular signature of morphologically similar blastocysts produced in the study above [21] is essential to wholistically examine persisting impacts of preovulatory follicle support of the maturing oocyte. We hypothesized that supplementing follicular fluid originating from preovulatory follicles of differing physiological maturity to oocytes during in vitro maturation (IVM) would impact the transcriptome of resulting blastocysts and indicate metabolic programming of the embryo that originated from the oocyte’s maturation environment. The objective of the present study was to investigate the impact of follicle maturity on the oocyte by examining alterations in the functional genome of resulting blastocysts of similar morphology.

## Methods

### Experimental overview

Follicular fluid samples were collected from bovine preovulatory follicles approximately 18 hours after GnRH was administered to induce the LH surge [20]. Samples were then categorized into greater and lesser maturity classifications based on serum E2 levels at GnRH administration. Immature oocytes were matured in vitro for 24 hours in OMM supplemented with 20% follicular fluid of greater or lesser follicle maturity, and COCs of each treatment underwent identical procedures for fertilization, denudement, and embryo culture for 8 days [21]. Blastocysts were collected after completion of staging and grading on day 8. Total RNA was extracted from 33 pools of 2 expanding or expanded, grade 1 blastocysts, and 3’ mRNA libraries were prepared and sequenced. The transcriptome of greater versus lesser maturity blastocysts was then compared using edgeR and DESeq2 (Fig. 1).

**Fig. 1:**
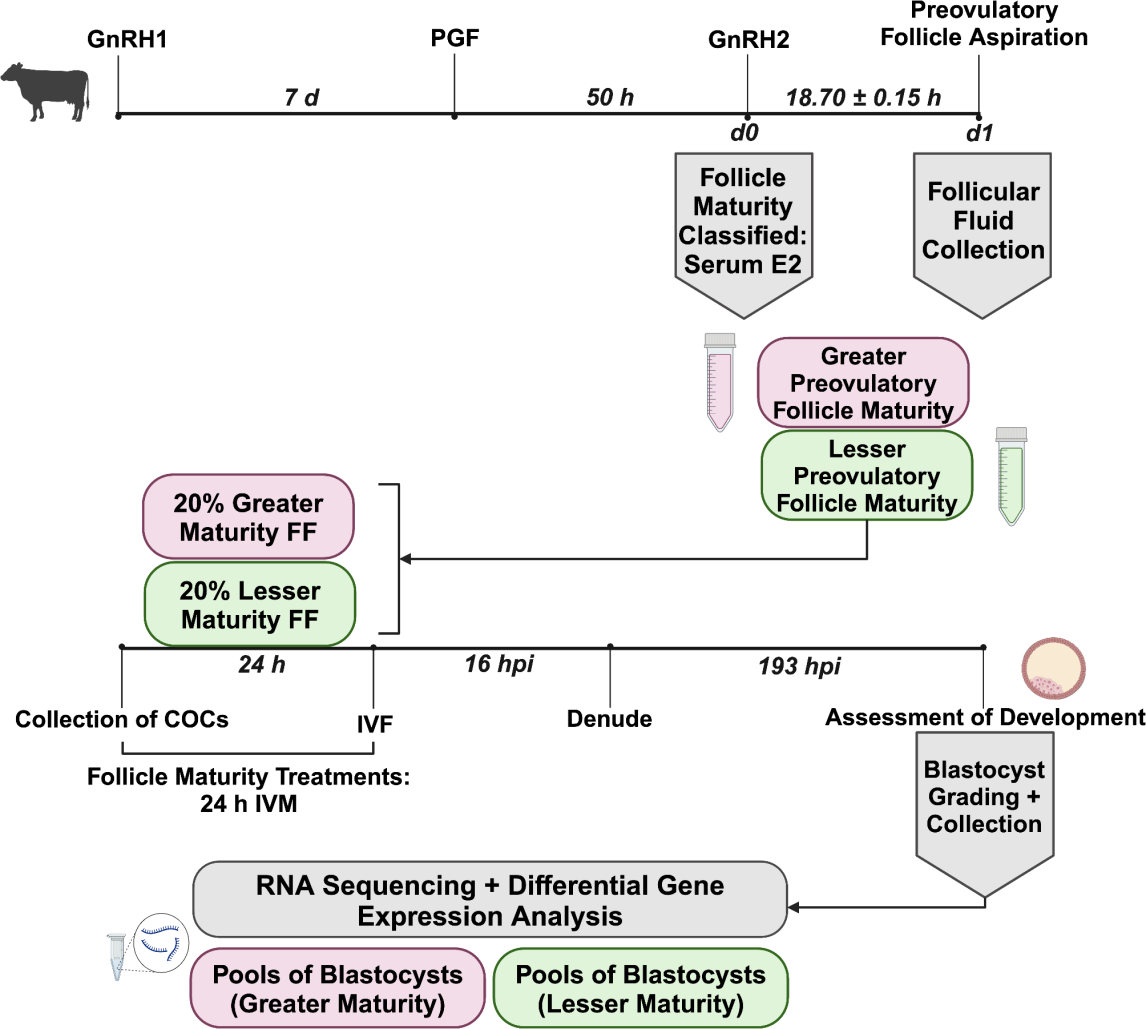
Schematic of preovulatory follicular fluid collection, follicle maturity classification, in vitro oocyte maturation, and RNA-sequencing. Preovulatory follicular fluid samples were collected 18.70 ± 0.15 h after administration of gonadotropin-releasing hormone to induce the luteinizing hormone surge (GnRH2). Serum estradiol (E2) concentration at GnRH2 was used to classify follicles as greater or lesser physiological maturity. Immature bovine cumulus-oocyte complexes (COCs) were randomly assigned to either greater or lesser follicle maturity treatments. Following 24 h oocyte maturation (24 h IVM), in vitro fertilization (IVF) was performed. At 193 h post IVF (hpi), blastocysts were staged, graded, and collected. Aqueous phases of 2 blastocysts from the same replicate and treatment were pooled during RNA extraction. RNA-sequencing libraries were prepared and sequenced. Differences in gene expression were compared between blastocysts originating from oocytes of the greater and lesser follicle maturity treatments. GnRH1, gonadotropin-releasing hormone first administration; PGF, prostaglandin F2α

### Synchronization of a preovulatory follicle and follicular fluid collection

All procedures involving animals utilized animals owned by the University of Tennessee AgResearch and were approved by the University of Tennessee Institutional Animal Care and Use Committee. Animals were not euthanized or sacrificed as a part of this experiment and returned to normal daily activities after the completion of this project. Preovulatory follicles were synchronized in postpartum, lactating Angus cows (*n* = 136) using a presynchronization followed by a 7-Day CO-Synch protocol described by Read et al. [3] (Fig. 1). Gonadotropin-releasing hormone (GnRH; 100 µg Cystorelin, Boehriner Ingelheim, Ingelheim am Rhein, Germany) was administered to induce the preovulatory LH surge approximately 50 h after prostaglandin F2 alpha (PGF; 25 mg Lutalyse^®^ HighCon, Zoetis Animal Health) administration. Transvaginal aspiration to collect preovulatory follicular fluid samples (*n* = 103) was performed 18.70 ± 0.15 h after administration of GnRH. This timepoint was chosen due to previous research which showed negative impacts on oocyte maturation and blastocyst development after in vitro maturation supplementation of follicular fluid collected 0 h after GnRH administration compared to 20 h after [22]. The follicular fluid was transferred into a 1.7 mL tube (VWR, Radnor, PA, USA) and centrifuged at 500 x g at 4° C for 5 min to pellet any cellular debris. Follicular fluid samples were snap frozen and stored at -80° C.

To ensure preovulatory follicular fluid samples were collected from cows relying on exogenous GnRH administration to induce a preovulatory gonadotropin surge, Estrotect™ patches were utilized for identification and removal of animals that displayed estrus at any timepoint during synchronization. Patches were scored on a scale of 0 to 4 to indicate a missing patch (patch = 0), < 25% rubbed off (patch = 1; no estrus), 25–50% rubbed off (patch = 2; no estrus), 50–75% rubbed off (patch = 3; estrus), and > 75% rubbed off (patch = 4, estrus).

### Preovulatory follicle maturity classification and in vitro embryo production

Preovulatory follicular fluid treatments were those utilized in Clark et al. 2024 [21]. Briefly, serum E2 concentrations at GnRH2 were used to classify follicular fluid samples into upper, intermediate, and lower thirds (Fig. 1). Follicle dynamics and circulating hormone profiles were assessed, and only samples corresponding to a growing, estrogen active follicle prior to GnRH2 were utilized. Any follicular fluid containing blood, contaminants, samples with < 100 µL in volume, or samples with estradiol: progesterone (E2:P4) ratio > 3.12 (*n* = 43) were removed [23–25]. The remaining samples were classified accordingly with the upper third (serum E2: 9.5–15.4 pg/mL) becoming the greater preovulatory follicle maturity treatment (*n* = 17) and the lower third (serum E2: 1.9–4.9 pg/mL) becoming the lesser preovulatory follicle maturity treatment (*n* = 12, Fig. 1). Follicular fluid samples from each follicle maturity category were pooled to form a homogenous aliquot for single thaw use during each replicate of in vitro oocyte maturation.

Ovaries utilized in this study were sourced from a local abattoir who processes predominantly Angus, Holstein, Hereford, Simmental, and Charolais cattle. In vitro production of embryos was performed in 11 replicates as part of a larger study [21] using procedures described in Edwards et al. [26] and Rispoli et al. [27]. For each replicate, COCs were collected from the ovary using a scalpel to create a crosshatch pattern across antral follicles (~ 2–8 mm). Recovered COCs with dark, evenly granulated ooplasm and at least 3 layers of cumulus cells were randomly grouped in consistent numbers of approximately 30 COCs and assigned to prepared oocyte maturation plates (4-well culture dish). Each well contained 500 µL Medium-199 without phenol red (OMM) that was supplemented with Earle’s salts, 50 µg/mL gentamicin, 5.0 µg/mL follicle stimulating hormone (FSH), 0.3 µg/mL LH, 0.2mM sodium pyruvate, 2mM l-glutamine, and either 20% follicular fluid from preovulatory follicles of greater follicle maturity or 20% follicular fluid from preovulatory follicles of lesser follicle maturity. Per each replicate, one plate with three wells of COCs per follicular fluid treatment were then placed in a 38.5° C, 5.5% CO_2_, 21% O_2_ environment to mature for 24 h.

After 24 h of IVM, COCs from 1 well were collected for metabolic analyses outside the scope of the current study and COCs from the remaining 2 wells underwent in vitro fertilization (IVF) with Percoll-prepared frozen-thawed semen of the same bull (500,000 motile sperm/mL). Approximately 16 h post-IVF (hpi), putative zygotes (PZ) were denuded of cumulus cells and spermatozoa by vortexing for 4.5 min in stock solution containing HEPES-TALP and 1 mg/mL hyaluronidase. Putative zygotes were then cultured in 500 µL of potassium supplemented simplex optimized medium (KSOM) at 38° C, 5.5% CO_2_, 7.0% O_2_.

Blastocyst development rate was assessed approximately 193 hpi (Day 8), and stage and quality scores were assigned to resulting embryos according to the International Embryo Technology Society (IETS) guidelines [27–29]. Day 8 embryos were categorized as either compact morula (Stage Code 4), early blastocyst (Stage Code 5), normal blastocyst (Stage Code 6), expanding or expanded blastocyst (Stage Code 7), and hatching or hatched blastocyst (Stage Code 8). Quality codes for the embryos were also assigned based on the IETS Manual guidelines of excellent or good (Code 1), fair (Code 2), poor (Code 3), and dead or degenerating (Code 4).

### Sample collection, RNA extraction, library preparation, and RNA sequencing

Following the completion of development assessments on Day 8, all individual blastocysts from the first 4 of the 11 total replicates were placed into 0.2 mL RNase free collection tubes with 2 µL of HEPES-TALP and 75 µL of TRIzol^®^ reagent, snap frozen in liquid nitrogen, and stored at -80° C until RNA extraction. The blastocysts from the remaining 7 replicates were collected and stored for use in a future study outside the scope of this manuscript. There was advanced embryo stage in embryos produced from oocytes matured in the presence of follicular fluid from follicles of lesser versus greater maturity when considering all embryos produced in Clark et al. [21]. The current study, however, utilized only blastocysts of similar morphology to allow a more focused and controlled investigation of the differences in the blastocyst transcriptome due to follicle maturity treatment during oocyte maturation.

Therefore, total RNA was isolated from 33 pools of 2 blastocysts with stage score 7 and quality score 1 (IETS) [greater follicle maturity (*n* = 16), lesser follicle maturity (*n* = 17)] using an optimized TRIzol^®^ protocol [30]. Single blastocyst samples were pooled during RNA extraction by combining aqueous phases from 2 samples of the same treatment and replicate before RNA precipitation. TapeStation 4200 (Agilent Technologies) was used to evaluate RNA concentration and quality. Approximately 250 pg total RNA was used as input for reverse transcription, and cDNA amplification was performed using the SMART-Seq v4 3’ DE Kit following the manufacturer’s protocol (Takara Bio) with volumes adjusted to complete procedures using half reactions. Resulting cDNA was then assessed using TapeStation 4200 (Agilent Technologies), and approximately 500 pg cDNA was utilized for library preparation using the Illumina Nextera XT DNA Sample Preparation Kit and following the manufacturer’s protocol (Illumina). Libraries were pooled in equal concentration and sequenced on an Illumina NovaSeq 6000 using an S4 200-cycle flow cell to generate 1 × 150 (forward, R1) and 1 × 28 (reverse, R2) paired-end reads at a sequencing depth of approximately 30 million reads per sample (Additional file 1).

### RNA sequencing data processing

Only forward (R1) reads were used as input for data processing since reverse (R2) reads from the SMART-Seq v4 3’ DE Kit are not informative beyond indexing. Quality of raw reads was assessed using FastQC [31] with subsequent read trimming and filtering using fastp [32]. Trimmed reads were then reassessed using FastQC and mapped to the bovine genome (ARS-UCD2.0) using STAR [33]. Alignments were sorted and indexed with SAMtools [34], and alignment quality control was performed with QualiMap [35]. The featureCounts tool from SubRead [36] was then used to count reads.

### RNA sequencing statistical analyses

All statistical analyses were conducted using RStudio. Of the original 33 blastocyst RNA pools, 6 pools were not included in our statistical analyses due to insufficient read depth following sequencing (2 greater maturity pools from replicates 1 and 4; 1 lesser maturity pool from replicates 1 and 4). Counts per million (CPM) were calculated and transcripts were filtered to retain only those with at least 1 CPM in 12 blastocyst pools. MetaboAnalyst 5.0 was utilized to conduct orthogonal partial least squares (OPLS) analysis with the resulting filtered list of transcripts. Bioconductor packages “edgeR” [37] and “DESeq2” [38] were used for statistical analyses between the greater follicle maturity (*n* = 12) and lesser follicle maturity (*n* = 15) blastocyst pools, with models designed to account for both follicle maturity and replicate. Empirical false discovery rate (eFDR) was then calculated using 10,000 permutations of sample reshuffling outlined elsewhere [39–41]. Genes were considered differentially expressed between follicle maturity treatments if eFDR was ≤ 0.01 in both “edgeR” and “DESeq2” analyses [19, 42–44]. The resulting differentially expressed gene list was uploaded into the Database for Annotation, Visualization, and Integrated Discovery (DAVID) program to assess enrichment of KEGG pathways, gene ontology (GO) biological processes, GO cellular components, or GO molecular functions [45]. Significance was determined if FDR < 0.05.

## Results

### Overview of RNA sequencing data

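RNA-sequencing counts were analysed for 27 blastocyst pools, each made from the RNA of 2 expanding or expanded blastocysts of quality score 1. The SMART-Seq v4 3’ DE Kit copies mRNA from the poly(A) tail and carries the index of each pool in the second read, so the first read alone was mapped. The authors trimmed the reads with fastp, mapped them to ARS-UCD2.0 with STAR and counted them on genes with featureCounts. They deposited the raw counts of 32637 genes in each pool, without normalization. All 27 columns of the table were matched to a pool by its number. Treatment and replicate were not assigned to individual pools here, so values are given over all 27 pools as 1 group, as each pool’s value or as the range and median. The total count on genes was between 10517606 and 44253564 per pool, with a median of 22293594. At these totals, 1 CPM was equal to 10.5 counts in the pool with the lowest total and 44.3 counts in the pool with the highest total. The smallest abundance that 3 counts can show was between 0.0678 and 0.285 CPM. Between 15491 and 18959 genes had at least 1 count in a pool, with a median of 17507. The 100 most counted genes of a pool held between 26.8% and 32.0% of its counts, with a median of 29.0%. The counts of each of the 351 pairs of pools were compared over the genes retained for analysis. The chi-square per degree of freedom, set against counting error only, was at least 23.9. No 2 columns held the same counts within that error, and each pool was kept as a separate sample. CPM was calculated from the total count of each pool over all genes. Scaling factors from the TMM method in edgeR, which corrects for a few abundant genes taking up reads, were between 0.892 and 1.08, so they moved CPM little.

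**Figure D1:**
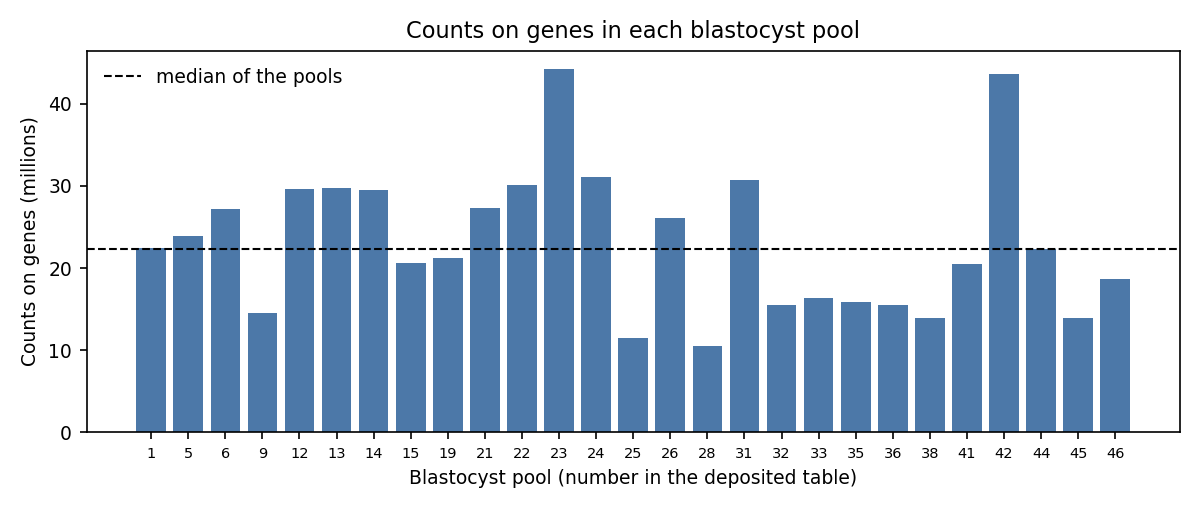
Total count on genes in each of the 27 blastocyst pools, ordered by pool number. Each bar is 1 pool, and the dashed line is the median of the pools, 22293594 counts.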

Transcriptome data was generated from in vitro produced bovine blastocysts resulting from oocytes supplemented with follicular fluid from preovulatory follicles of greater (*n* = 12) or lesser (*n* = 15) maturity during IVM. An average of 29.5 million reads per sample was produced from sequencing, with an average of 28.5 million mapped to the bovine genome (96.4%, Additional file 1). 

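In the deposited table, the reads counted on genes averaged 23217959 per pool. The paper’s Additional file 1 gives an average of 23744516 reads assigned to a gene. These are the reads left for expression analysis after mapped reads outside annotated genes, or not assigned to 1 gene, are set aside. The CPM values reported here use the deposited totals. In the paper’s Additional file 1, reads assigned to a gene were between 14191919 and 44923647 per pool in the greater follicle maturity treatment, with a median of 23836582. The paper’s values for the lesser follicle maturity treatment were between 10760499 and 45280190, with a median of 22821489. The difference between the treatment means, 751577 reads higher in greater follicle maturity, was within the spread among pools (two-sided permutation test on the paper’s values, n = 12 and 15, p = 0.833).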

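Of the 32637 genes in the deposited counts, 24638 had at least 1 count in any pool and 7999 had none. With at least 1 CPM required in 12 of the 27 blastocyst pools, 12310 genes were retained. The retained genes held 99.7% of all counts, and the 12328 genes that were counted but not retained held 0.252%. Of the retained genes, 8942 reached 1 CPM in all 27 pools and 161 reached it in exactly 12 pools. A further 192 genes reached 1 CPM in exactly 11 pools and were not retained. Another 7466 genes had counts but stayed below 1 CPM in every pool. The median gene among those retained had a mean of 15.0 CPM, and 3383 retained genes (27.5%) had a mean below 5 CPM. At a minimum of 0.5 CPM in 12 pools 13663 genes were retained, and at 2 CPM 10897 genes were retained. With no filter, 24638 genes remained, which was the largest change among the alternatives. When CPM was calculated from TMM effective library sizes, 12319 genes were retained, of which 12286 were shared with the 12310. All 113 genes of the paper’s Additional file 2 were among those retained. The paper carried the retained genes into edgeR and DESeq2 models of follicle maturity and replicate.

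**Figure D2:**
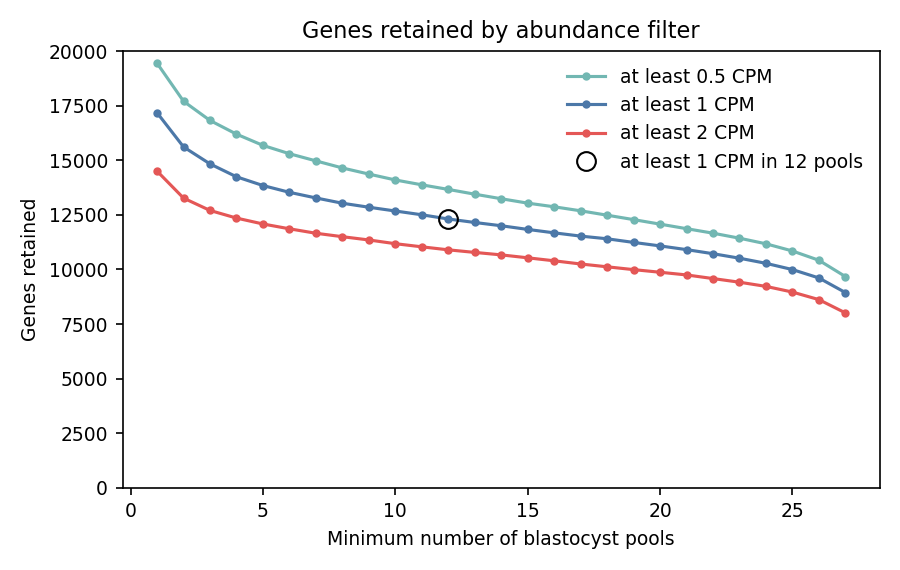
Number of genes retained (vertical axis) against the minimum number of blastocyst pools in which a gene must reach the CPM limit (horizontal axis), for limits of 0.5, 1 and 2 CPM. The open circle marks 1 CPM in 12 pools, with 12310 genes, and the line for 1 CPM ends at 8942 genes in 27 pools.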

A total of 12,310 genes were used for analyses of differential gene expression following filtering of lowly expressed genes. The OPLS analysis clustered samples based on preovulatory follicle maturity treatment, but only 3.6% of the variation among samples was explained by follicle maturity (Fig. 2).

**Fig. 2:**
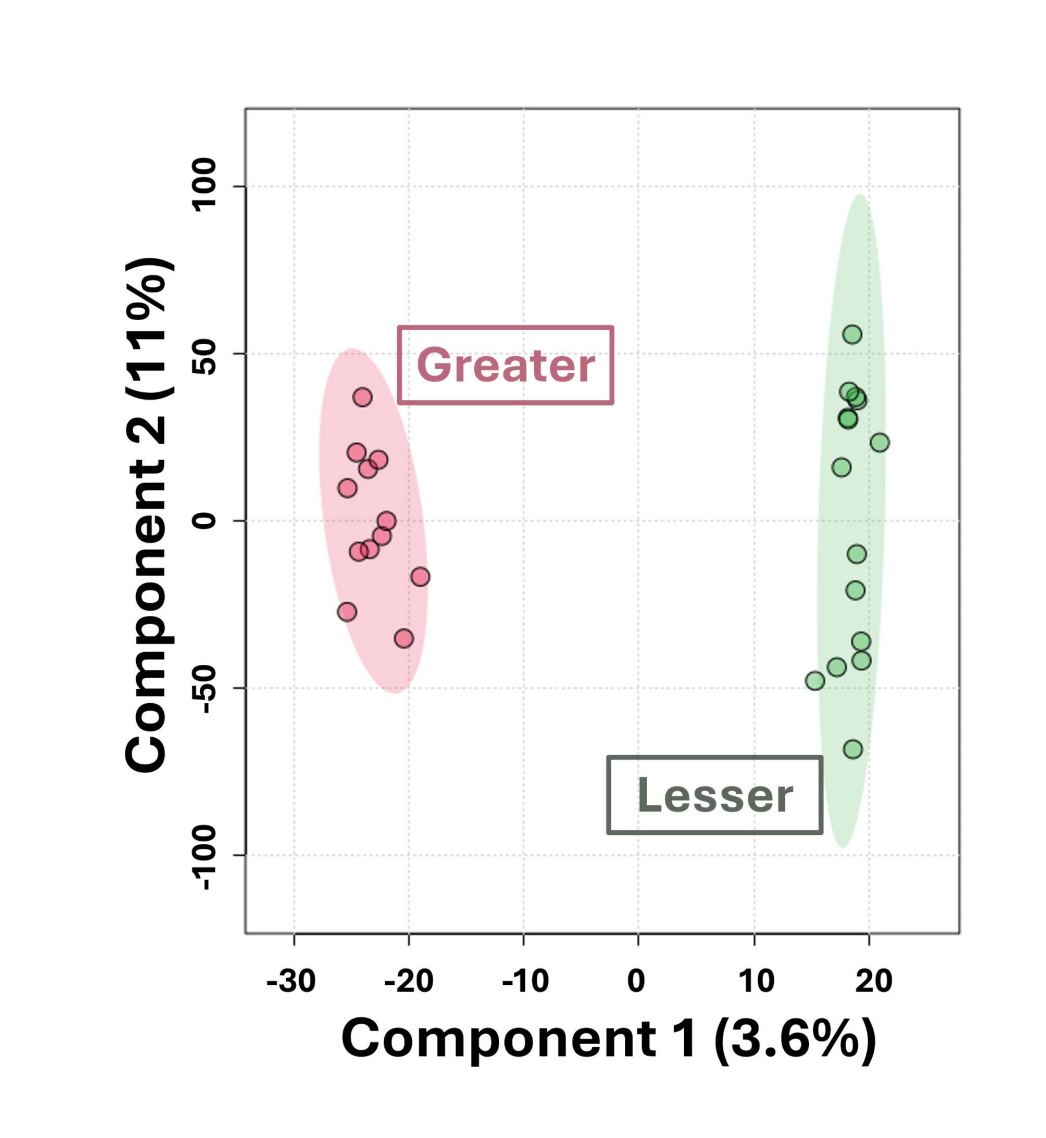
Orthogonal partial least squares analysis of transcriptome data from greater and lesser maturity blastocysts

### Differentially expressed genes between greater and lesser follicle maturity blastocysts

One hundred thirteen genes differed in expression between quality score 1, expanding or expanded blastocysts produced from oocytes exposed to follicular fluid from preovulatory follicles of greater versus lesser maturity during IVM (Additional file 2). Thirty-seven of the follicle maturity related genes were more abundant in blastocysts of the greater follicle maturity treatment while 76 were more abundant in blastocysts resulting from oocytes supplemented with follicular fluid of lesser physiological maturity. No pathways or gene ontologies were significantly enriched with differentially expressed genes.

A total of 10 genes (9%) that have noted involvement within metabolic processes (i.e. glycolysis), mitochondrial function, and oxidative stress were differentially abundant between follicle maturity treatments (Fig. 3). Genes indicative of active glycolysis (*IDH3A*,* IP6K1*), glucose bypass to the pentose phosphate pathway (*UEVLD*), mitochondrial function (*LYRM4*,* NIPSNAP2*,* SLC25A15*), and peroxisome biogenesis or mitigation of oxidative stress (*PEX10*) had greater mRNA abundance in blastocysts originating from the greater follicle maturity treatment. Alternatively, genes known to be associated with elevated reactive oxygen species (ROS) and decreased mitochondrial activity for ATP production (*ASPH*), inhibit glycolysis (*NR3C2*), or reduce bioavailability of peroxisomes (*SEC16B*) had greater mRNA abundance in blastocysts produced from oocytes matured in the presence of follicular fluid from preovulatory follicles of lesser maturity.

**Fig. 3:**
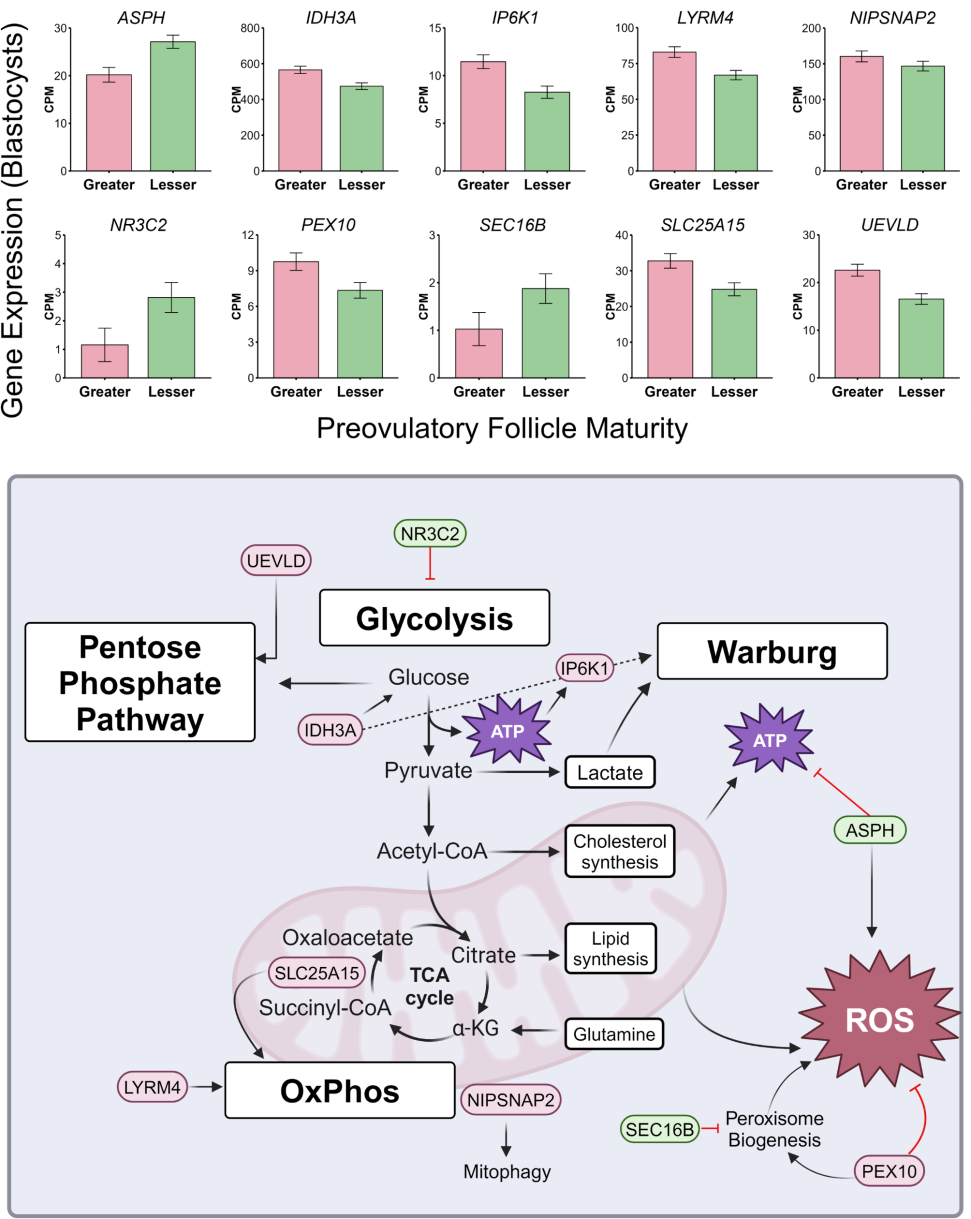
Genes involved in glucose metabolism, mitochondrial function, and oxidative stress that differed in expression between blastocysts resulting from oocytes supplemented with follicular fluid of preovulatory follicles of greater or lesser maturity during in vitro oocyte maturation. Bar graphs display counts per million (CPM) of each gene in blastocysts from greater and lesser follicle maturity treatments. Schematic displays gene association with or action on various metabolic processes (created using Biorender.com)

Fifteen (13%) of the differentially expressed genes between blastocysts from oocytes in the greater versus lesser follicle maturity treatment were involved in the Wnt/β-catenin signaling pathway. All Wnt/β-catenin related genes with greater expression in greater follicle maturity blastocysts had a positive role in stimulating the pathway (*DBT*,* FZD6*,* KIF3B*,* SNTB1*,* TMEM198B)* or were a target gene whose transcription is stimulated by nuclear β-catenin signaling (*AXIN2*; Fig. 4*).* Alternatively, while *ARRB1*,* MGST1*, and *TTPAL* which positively regulate the Wnt/β-catenin signaling pathway were more abundant in blastocysts from the lesser follicle maturity treatment, all other genes with greater abundance in blastocysts resulting from oocytes matured in vitro in the presence of lesser maturity follicular fluid hold functions of negative regulation on the Wnt/β-catenin pathway (*ANK3*,* CSNK1B*,* HHEX*,* KLF3*,* PCDH17*,* PRICKLE1*; Fig. 4).

**Fig. 4:**
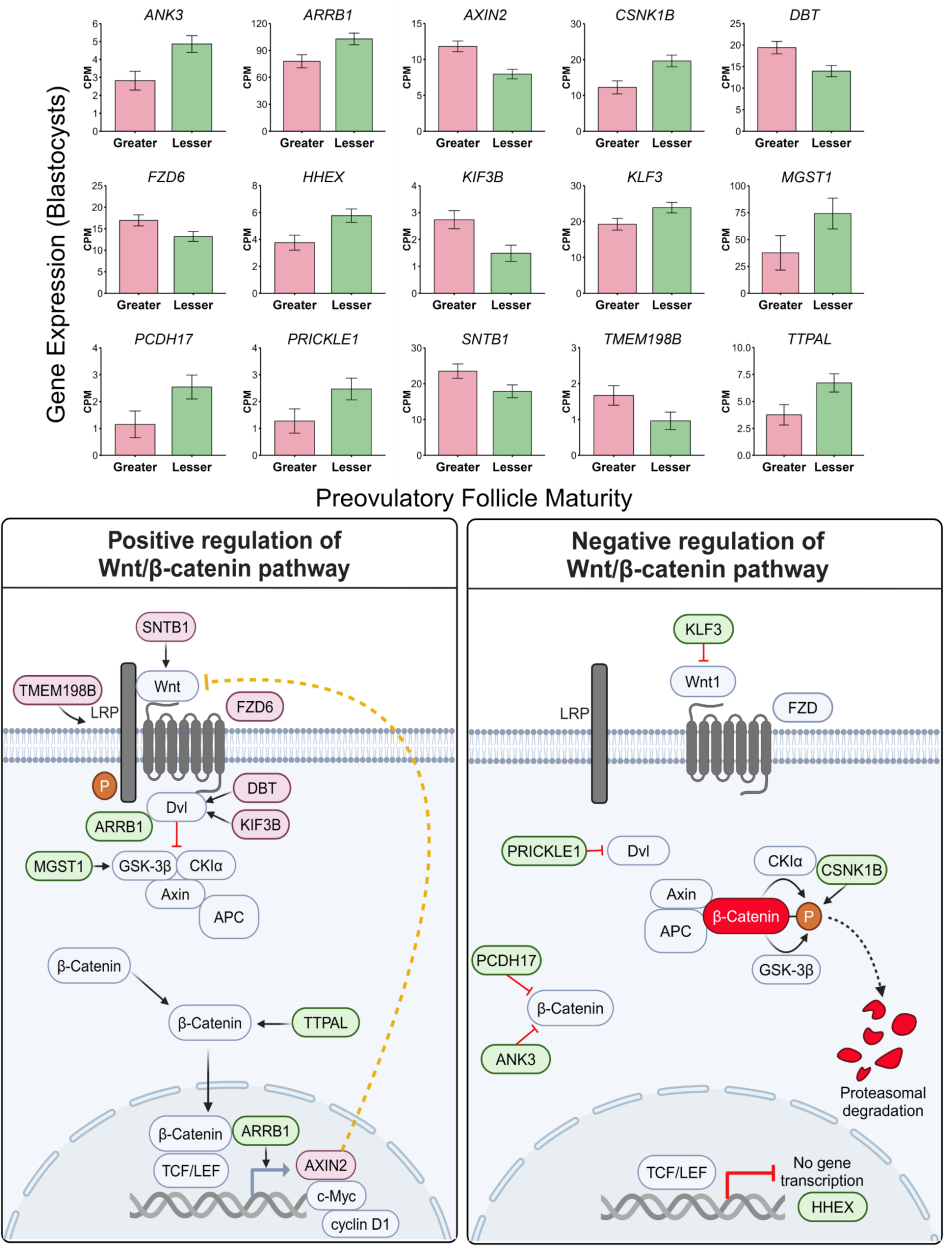
Genes involved in positive or negative regulation of the Wnt/β-catenin signaling pathway that differed in expression between blastocysts resulting from oocytes supplemented with follicular fluid of preovulatory follicles of greater or lesser maturity during in vitro oocyte maturation. Bar graphs display counts per million (CPM) of each gene in blastocysts from greater and lesser follicle maturity treatments. Schematic displays gene association with or action on various steps in the Wnt/β-catenin signaling pathway (created using Biorender.com)

Finally, 12 (11%) of the differentially expressed genes between blastocysts produced from oocytes supplemented with follicular fluid of preovulatory follicles of greater of lesser physiological maturity were associated with cellular growth and division related pathways including mammalian target of rapamycin (mTOR), phosphoinositide 3-kinase/v-AKT murine thymoma viral oncogene homolog 1 (PI3K/AKT), mitogen-activated protein kinase (MAPK), and Janus-activated kinase/signal transducer and activator of transcription (JAK/STAT; Fig. 5). Five of such genes had greater expression in blastocysts of the greater follicle maturity treatment (*ARF5*,* GSN*,* HNRNPLL*,* TFPI*,* TMEFF1*), while 7 had greater expression in blastocysts derived from oocytes exposed to preovulatory follicular fluid from the lesser follicle maturity treatment (*ACAD10*,* EIF2AK2*,* FBX011*,* IL2RG*,* LYZ*,* RPS6KB1*,* SYNGR2*).

**Fig. 5:**
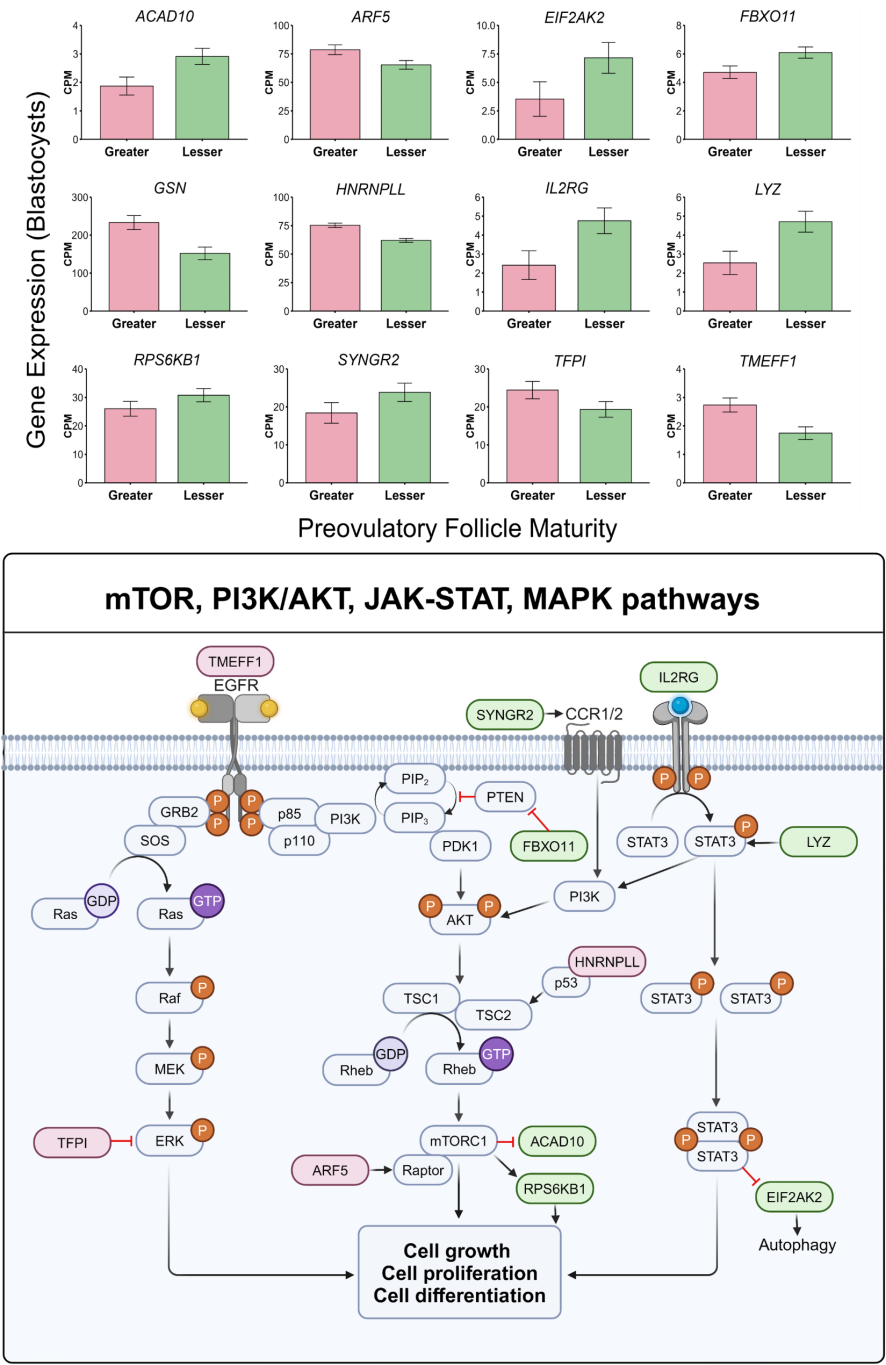
Genes involved in cell growth and division related pathways of mTOR, PI3K/AKT, MAPK, and JAK-STAT that differed in abundance between blastocysts resulting from oocytes supplemented with follicular fluid of preovulatory follicles of greater or lesser maturity during in vitro oocyte maturation. Bar graphs display counts per million (CPM) of each gene in blastocysts from greater and lesser follicle maturity treatments. Schematic displays gene association with or action on various steps in the cell growth signaling pathways (created using Biorender.com)

## Discussion

Results demonstrate an effect of preovulatory follicle support of the maturing oocyte that persists throughout early embryo development to impact the molecular signature of blastocysts with similar morphology. Transcriptome profiles of blastocysts originating from oocytes supplemented with follicular fluid from greater maturity follicles during in vitro maturation indicated potentially improved metabolism and cell signaling through the Wnt/β-catenin pathway. Alternatively, results suggest unregulated cell division, similar to that in cancer cells, and potential oxidative stress in blastocysts originating from oocytes supplemented with lesser follicle maturity follicular fluid. Blastocysts in the current study were generated as part of a separate study to determine the impact of preovulatory follicle maturity on oocyte developmental and metabolic competence for embryo development [21]. Although there was no difference in blastocyst development between oocytes matured in the presence of follicular fluid from greater (26.2%) or lesser (24.8%) maturity preovulatory follicles (*p* = 0.28) [21], results from both Clark [21] and an in vivo study assessing the relationship between preovulatory follicle maturity and embryo quality [11] demonstrated a more moderate rate of embryonic development in oocytes matured in the follicular fluid of preovulatory follicles of greater versus lesser physiological maturity. To remove confounding impacts of embryo stage and quality on the blastocyst transcriptome, the current study utilized only blastocysts of stage score 7 and quality score 1. Results within, therefore, examine morphologically similar embryos and highlight small differences in the transcriptome due to oocyte maturation environment that may impart biological relevance for future conceptus development and pregnancy success. Taken together with profound differences in follicular fluid metabolite profile based on preovulatory follicle maturity [3, 20], the RNA-sequencing results of the present study lead us to hypothesize that the follicular fluid environment of preovulatory follicles of greater maturity provides a metabolically ideal environment for the maturing oocyte that programs the oocyte for energy efficient metabolism and cellular divisions during early embryo development.

Profound differences in composition were observed in preovulatory follicular fluid of greater or lesser maturity [3, 20], and in the follicular fluid supplemented media in which oocytes were matured in to generate blastocysts utilized in the current study [21]. Although we did not measure if metabolite transfer from the cumulus cells to the oocyte was increased due to differing metabolite abundance between treatments, it has been documented that low amino acid composition in media compromises the transfer of reagents from the external environment through the cumulus cells and into the oocyte [46]. Metabolomics prior to onset of oocyte maturation showed an increase in abundance of 40 metabolites in the greater versus lesser follicle maturity supplemented media with pathway analysis revealing enrichment of “Arginine biosynthesis” and “Purine metabolism” pathways with such metabolites [21]. One could speculate that the higher abundance of numerous metabolites, particularly amino acids, from follicular fluid of greater follicle maturity, and the resulting media supplemented with greater maturity follicular fluid, increased transfer between cumulus cells and maturing oocytes. No previous research has documented that additional metabolite bioavailability in the maturing oocyte leads to storage for embryo development; however certain protein complexes can be stored and are important for epigenetic reprogramming in the embryo [47]. Metabolites such as methionine, which was more abundant in greater maturity follicular fluid [3] and had a positive change in abundance in media after oocyte maturation in greater follicle maturity follicular fluid [21], may also set the stage for epigenetic modulations of the oocyte that impact embryo gene expression leading to differential profiles observed in the current study.

Considerable differences in metabolism due to follicle maturity treatment were observed in the maturing oocytes that became blastocysts utilized in the current study [21]. Transcriptome profiles of these resulting blastocysts suggest that metabolic programming of the oocyte persisted to the early embryo as metabolic gene expression suggested increased capacity for glucose uptake, glycolysis, and mitochondrial function in blastocysts of the greater follicle maturity treatment (Fig. 3). Abundance of isocitrate dehydrogenase 3-alpha (IDH3A), which was greater expressed in the blastocysts resulting from oocytes matured in the presence of preovulatory follicular fluid from follicles of greater maturity, has previously been correlated with glucose uptake [48]. Considering this, it is interesting that conditioned embryo culture media from embryos resultant of oocytes exposed to greater maturity follicular fluid contained more glucose phosphate than the lesser follicle maturity treatment [21]. This said, it is difficult to directly connect the metabolite usage or production in conditioned embryo culture media to the results of the current study, as all developing embryos in each well of media contributed to its metabolite milieu. One possibility for increased glucose phosphate in the conditioned embryo development media of the greater maturity treatment is that blastocysts of advanced stage from the lesser maturity treatment required additional glucose to fuel their hastened cell division and greater overall number of cells.

Also related to metabolism, the enzyme inositol hexakisphosphate kinase 1 (IP6K1), which was also greater expressed in the greater follicle maturity blastocysts, functions in the conversion of inositol hexakisphosphate to generate downstream factors important for cellular energy, glycolysis, and mitochondrial function [49]. As a measure of glycolytic activity, lactate is one of the primary products of glycolysis, and the enzyme lactate dehydrogenase A (LDHA) helps promote the conversion of pyruvate to lactate at the end of the glycolytic pathway [50]. A gene encoding an enzyme similar to lactate dehydrogenases, UEV and lactate/malate dehydrogenase domains (*UEVLD*), which may promote oxidoreductase activity to control the bypass of glycolysis for the pentose phosphate pathway [51], had higher mRNA abundance in blastocysts from the greater follicle maturity treatment. Alternatively, overexpression of nuclear receptor subfamily 3 group C member 2 (NR3C2), which had greater expression in blastocysts resulting from oocytes matured in follicular fluid of preovulatory follicles of lesser maturity, has been implicated with inhibition of glucose metabolism by decreasing overall expression of hexokinase 2 (HK2) and LDHA [52].

In addition to glycolysis, multiple differentially expressed genes involved in various mitochondrial mechanisms were noted in the current study, including *LYRM4*, *NIPSNAP2*, *PEX10*, and *SLC25A15*, all of which were higher in abundance in blastocysts resulting from oocytes matured within follicular fluid from preovulatory follicles of greater maturity (Fig. 3). Proteins encoded by both *LYRM4* and *NIPSNAP2* play critical roles in mitochondrial function with that of *LYRM4* supporting downstream oxidative phosphorylation components [53] and *NIPSNAP2* signaling autophagy receptors to translocate to the outer mitochondrial membrane for regulated mitophagy [54]. Additionally, members of the mitochondrial carrier family of proteins (solute carrier family 25; SLC25) are involved in several metabolic processes, including the citric acid cycle and oxidative phosphorylation [55]. Member 15 of the SLC25 family (SLC25A15), which had greater expression in blastocysts originating from oocytes from the greater follicle maturity treatment, has been established as a mitochondrial ornithine carrier [56], which could indicate increased transport of essential substrates for developing blastocysts resulting from oocytes metabolically supported by follicular fluid of preovulatory follicles of greater maturity during oocyte maturation.

Energy production inevitably leads to production of ROS. Physiologically, ROS can promote cellular proliferation and survival while also inducing apoptosis and DNA damage at increased concentrations [57, 58]. Increased production of ROS without appropriate defense mechanisms during embryo development can also negatively impact mitochondrial function [59]. Overexpression of aspartate β-hydroxylase (ASPH), whose mRNA was more abundant in blastocysts from the lesser follicle maturity treatment, has been linked to both enhanced intracellular ROS as well as decreased mitochondrial function and subsequent lower ATP [60]. Towards protection from excessive ROS, peroxisomal biogenesis factor 10 (PEX10) is a critical component involved in ROS detoxification through peroxisome maintenance. This protein may be exerting a protective factor for developing blastocysts resultant of oocytes exposed to follicular fluid from physiologically mature follicles since its gene’s expression was higher in blastocysts of the greater follicle maturity treatment. Alternatively, peroxisome functionality may be reduced in blastocysts from the lesser follicle maturity treatment, as indicated by higher abundance of *SEC16B*, since this gene’s overexpression led to a loss of peroxisomes in previous studies [61, 62]. Increased expression of genes related to cellular proliferation, unregulated cellular divisions, and increased abundance of *GSTA1*, a gene encoding a mitochondrial enzyme induced by increased stress conditions, force one to consider that increased cellular proliferation and growth rates could possibly be contributing to increased oxidative stress in the lesser follicle maturity blastocysts.

One limitation of the current study is that embryos were not transferred to assess developmental competency for pregnancy. As such, no conclusions about embryo competency to establish pregnancy can be made from the transcriptome results reported here. The metabolic implications described above combined with compelling transcriptome profiles related to Wnt signaling in the greater follicle maturity treatment, however, suggest greater embryo competence when oocytes are supplemented with follicular fluid from preovulatory follicles of greater physiological maturity. During embryo development, Wnt signaling pathways regulate cell growth processes [63–65]. One notable finding of the current study was that mRNA levels of genes encoding proteins essential for the Wnt/β-catenin signaling pathway suggested a more functional pathway with potential for greater intracellular β-catenin bioavailability in blastocysts of the greater follicle maturity treatment (Fig. 4). Greater expression of genes for both the G-protein coupled transmembrane frizzled receptor (*FZD6*) and associated transmembrane protein 198B (*TMEM198B*) suggest a more functional receptor complex to initiate the Wnt signaling pathway in blastocysts resulting from oocytes exposed to follicular fluid of preovulatory follicles with greater maturity. Additionally, greater abundance of the genes *DBT*, *KIF3B*, and *SNTB1*, whose proteins promote functionality of disheveled (Dvl) and its inhibition of the β-catenin destruction complex [66], implies improved Wnt signaling cascades and elevated intracellular β-catenin in blastocysts originating from oocytes in the greater maturity treatment. Indeed, Wang et al. [67] observed that overexpression of KIF3B led to increased availability of β-catenin and increased expression of target genes (i.e. cyclin D1, c-Myc), while silencing of KIF3B downregulated β-catenin. Further, cellular growth via Wnt/β-catenin was suppressed [68], and Wnt1 levels as well as c-Myc and cyclin D1 transcription were downregulated when SNTB1 was silenced [69].

Furthermore, *CSNK1B*, *PRICKLE1*, *ANK3*, and *PCDH17*, all of which encode proteins that reduce bioavailability of β-catenin, had higher abundance in blastocysts from the lesser follicle maturity treatment (Fig. 4). The protein encoded by *CSNK1B* is an isoform of the destruction complex component, casein kinase that has been demonstrated to promote degradation of β-catenin and prevent downstream transcription [70]. Also related to potentially reduced β-catenin availability in blastocysts of the lesser follicle maturity treatment, ANK3 functionality has been connected to reduced β-catenin availability in proliferating cells [71], and the protein encoded by *PRICKLE1* promotes Dvl degradation [72], thereby removing its negative regulatory functions on the β-catenin destruction complex [65]. Protocadherins are critical regulatory components for cellular processes such as adhesion and signaling pathways [73]. However, some protocadherins encode tumor suppressor genes (TSG), including *PCDH17* [74, 75] which has previously been shown to act as an inhibitor of Wnt/β-catenin signaling by reducing β-catenin and downstream mRNA expression [76].

In addition to genes directly related to reduced β-catenin availability, lower abundance of *KLF3* in blastocysts of the greater follicle maturity treatment suggests increased activation of Wnt signaling. Shen et al. [77] conducted a study demonstrating that depletion of KLF3 protein may lead to increased activation of Wnt/β-catenin signaling through upregulation of the Wnt1 ligand. It is essential to note that 4 genes that were greater expressed in the lesser follicle maturity treatment have positive forms of regulation on Wnt/β-catenin (Fig. 4). Furthermore, transcriptome data in the current manuscript does not directly measure protein abundance. This said, patterns of abundance observed in the majority of Wnt regulatory genes in blastocysts of the greater or lesser follicle maturity treatment, and higher abundance of *AXIN2* in the greater follicle maturity treatment, which is a β-catenin target gene that is upregulated by functional Wnt/β-catenin signaling [78], provide a compelling case that blastocysts from the greater follicle maturity treatment may exhibit higher bioavailability of β-catenin and more functional Wnt signaling than their lesser follicle maturity counterparts.

Aside from Wnt/β-catenin signaling, the functional mechanisms of mTOR, PI3K/AKT, MAPK, and JAK/ STAT signaling pathways are equally critical for cell growth and survival [79, 80]. Evidence likewise indicates that crosstalk between these various pathways is beneficial for appropriate cellular function [81]. A limited number of genes that corresponded with regulation of these cellular growth pathways were higher in mRNA abundance in the blastocysts resulting from oocytes exposed to greater follicle maturity follicular fluid treatment during IVM (Fig. 5). Alternatively, there were more numerous genes related to positive regulation of cellular growth pathways that were greater expressed in blastocysts originating from oocytes in the lesser follicle maturity treatment (Fig. 5). Due to a variety of growth stimulating pathways and regulatory functions of genes differentially expressed in greater and lesser follicle maturity blastocysts, conclusions related to an effect of follicle maturity treatment during oocyte maturation on resulting blastocyst molecular blueprint for cellular proliferation should be cautiously interpreted. It is interesting to speculate that regulation of cellular division may be more functional in blastocysts of the greater follicle maturity treatment. In support of this hypothesis, *TFPI* was higher in abundance in the greater follicle maturity blastocysts. The protein encoded by this gene may provide a controlling factor on uninhibited cellular growth that is often represented in cancers. Increased expression of *TFPI* has been linked with inhibited ERK/p38 MAPK signaling and results in inhibition of cellular proliferation [82]. This may coincide with an increased abundance of *GSN* in the blastocysts originating from oocytes of the greater follicle maturity treatment. As an important factor for embryo development, the protein GSN exhibits a protective role on cells from excitotoxic death [83]. The higher abundance of both *TFPI* and *GSN* in blastocysts from the greater follicle maturity treatment could indicate increased regulatory mechanisms of simultaneous prevention of excessive cellular growth and disproportionate apoptosis during embryo development. The fact that a far greater number of genes related to cellular proliferation were more abundant in lesser follicle maturity blastocysts suggests that cellular growth and proliferation may be less regulated in such samples. Therefore, we speculate that embryos resulting from maturation with follicular fluid from lesser maturity follicles may be overcompensating for nutrient deficiency during oocyte maturation.

Something noteworthy regarding the cell growth stimulatory genes higher in expression in blastocysts derived from oocytes supported by follicular fluid from preovulatory follicles of lesser maturity is their connections with a multitude of cancers. For instance, studies have demonstrated involvement of *ARRB1*, *MGST1*, and *TTPAL* in colorectal cancer, leading to increased cancer cell proliferation and subsequent poor prognosis [84–86]. Increased abundance of *ARRB1*, as well as *FBXO11*, *LYZ*, *RPS6KB1*, and *SYNGR2* have comparable oncogenic effects in hepatocellular carcinoma [87–91], and *MGST1* and *RPS6KB1* have noted oncogenic roles in various lung cancers [92, 93]. Recent studies have also focused on tumor promotion in gastric cancer and potential targets for treatment, including *MGST1*, *TTPAL*, *FBXO11*, and *IL2RG* [94–98]. Furthermore, additional genes including *LOC100850276*, *LOC101902691*, *LOC101902918*, *LOC104970913 (*also known as *ZNF37A)*, and *LOC517884* have been linked to cellular stress, tumorigenesis, cellular invasion, and inhibition of apoptosis [99–103].

It is essential to establish the similarities between cancer cells and developing embryos. For example, both require a level of increased cellular growth and differentiation. However, an important distinction lies with the amount of control regarding these cellular processes. Put simply, cancer is defined as a group of cells that display uncontrolled cellular growth [89] while successful embryo development relies on controlled and organized mechanisms. Additionally, the present results that suggest higher functionality in greater follicle maturity blastocysts, as well as the need for regulated control of signaling pathways such as Wnt/B-catenin, are essential for embryo development. Alternatively, dysregulation of these pathways has been linked to multiple cancers [104–106]. The differentially expressed genes with higher mRNA abundance in blastocysts from the lesser follicle maturity treatment that demonstrate positive impacts on cellular growth pathways, as well as inefficient utilization of cellular energetics, could be further representation of increased, yet disorganized growth. This said, any conclusions from the current dataset related to dysregulated cell division should be cautiously interpreted due to the varied cell types and functions of blastocysts of the stage utilized in the current study.

Such potential conclusions are exciting, though, as previous studies suggest increased cell division in embryos from oocytes matured in lesser maturity follicular fluid [11–12, 21], and transcriptome profiles reported in the current study create a compelling argument for altered metabolism and cell signaling pathways in these embryos. Aspartate β-hydroxylase is an excellent example of a gene that ties these concepts together. This gene had higher mRNA abundance in blastocysts from the lesser follicle maturity treatment. Although we found its metabolic roles in decreased mitochondrial function, lower ATP, and increased intracellular ROS the most compelling, its protein has been associated with cancer phenotype as a factor promoting cell motility and invasion in pancreatic development [107], and it is upregulated by MAPK and PI3K/AKT, and Wnt/β-catenin signaling to initiate tumor development [108–109].

## Conclusions

The current study was conducted to test the hypothesis that supplementing in vitro maturing oocytes with follicular fluid deriving from preovulatory follicles of greater or lesser physiological maturity would impact the transcriptome of resulting blastocysts. All embryos utilized in this study were of similar morphology, being quality grade 1 and of the expanding or expanded blastocyst stage of development. Nevertheless, RNA-sequencing of these morphologically similar and high-quality grade embryos provides compelling evidence that the intrafollicular milieu of preovulatory follicles of greater versus lesser maturity, when applied to maturing oocytes, leads to differences in the transcriptome of resulting embryos that could impact further embryo development and pregnancy. Differences in follicular fluid support of the maturing oocyte led to molecular signatures of blastocysts that suggest improved metabolism and Wnt/β-catenin signaling in blastocysts originating from oocytes in the greater follicle maturity treatment and dysregulated cell division combined with oxidative stress in the lesser follicle maturity treatment. Future efforts to determine physiological impacts of follicle status on the developing embryo and reveal specific mechanisms that allowed differences in oocyte maturation environment to reflect in the transcriptome of blastocysts are next steps to explore the hypotheses that this study suggests.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1

Additional file 2

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo/, and can be accessed with the accession number GSE279311.

## Abbreviations

COC: cumulus-oocyte complex
CPM: counts per million
DAVID: Database for Annotation, Visualization, and Integrated Discovery
Dvl: disheveled
E2: estradiol
E2: P4:estradiol to progesterone
eFDR: empirical false discovery rate
FDR: false discovery rate
FSH: follicle stimulating hormone
GnRH: gonadotropin releasing hormone
GO: gene ontology
hpi: hours post in vitro fertilization
IETS: International Embryo Technology Society
IVF: in vitro fertilization
IVM: in vitro maturation
JAK/STAT: Janus-activated kinase/signal transducer and activator of transcription
KSOM: potassium supplemented simplex optimized medium
LH: luteinizing hormone
MAPK: mitogen-activated protein kinase
MTOR: mammalian target of rapamycin
OMM: oocyte maturation media
OPLS: orthogonal partial least squares
PI3K/AKT: phosphoinositide 3-kinase/v-AKT murine thymoma viral oncogene homolog 1
PGF: prostaglandin F2 alpha
PZ: putative zygote
ROS: reactive oxygen species
TSG: tumor suppressor genes

# Supplementary material for: Transcriptome profiles of blastocysts originating from oocytes matured in follicular fluid from preovulatory follicles of greater or lesser maturity
**Source:** BMC Genomics. 2025 Apr 4;26:339. doi: 10.1186/s12864-025-11521-0
**Supplement:** Supplementary file 1 — Additional file 1

**Additional file 1:** Summary of sequenced reads from blastocyst pools from greater and lesser follicle maturity treatments.

| <b>Sample</b> | <b>Follicle Maturity</b> | <b>Raw Sequences</b> | <b>Trimmed Sequences</b> | <b>Mapped Reads</b> | <b>Assigned to Gene</b> | <b>Alignment %</b> | <b>Gene %</b> |
|---------------|--------------------------|----------------------|--------------------------|---------------------|-------------------------|--------------------|---------------|
| 1             | Lesser                   | 27973594             | 27445045                 | 26997892            | 22883655                | 96.5               | 84.8          |
| 2             | Lesser                   | 31266411             | 30657925                 | 29804327            | 24489415                | 95.3               | 82.2          |
| 3             | Greater                  | 34388020             | 33819801                 | 33186191            | 27743126                | 96.5               | 83.6          |
| 4             | Lesser                   | 18639410             | 18313855                 | 17840072            | 14761567                | 95.7               | 82.7          |
| 5             | Lesser                   | 37285615             | 36709427                 | 36120347            | 30110790                | 96.9               | 83.4          |
| 6             | Lesser                   | 38180243             | 37536876                 | 36950294            | 30372304                | 96.8               | 82.2          |
| 7             | Greater                  | 36541576             | 35938259                 | 35391720            | 30026795                | 96.9               | 84.8          |
| 8             | Greater                  | 25084005             | 24688105                 | 24383047            | 20982622                | 97.2               | 86.1          |
| 9             | Lesser                   | 26464916             | 26040359                 | 25603900            | 21612725                | 96.7               | 84.4          |
| 10            | Greater                  | 35087587             | 34384455                 | 33693510            | 27914464                | 96.0               | 82.8          |
| 11            | Lesser                   | 37740469             | 37163840                 | 36585900            | 30649173                | 96.9               | 83.8          |
| 12            | Lesser                   | 57471915             | 56439520                 | 55430000            | 45280190                | 96.4               | 81.7          |
| 13            | Greater                  | 38453153             | 37855630                 | 37355803            | 31593872                | 97.1               | 84.6          |
| 14            | Lesser                   | 14530538             | 14265527                 | 14013484            | 11746287                | 96.4               | 83.8          |
| 15            | Greater                  | 32566357             | 32029735                 | 31611383            | 26690541                | 97.1               | 84.4          |
| 16            | Lesser                   | 13355022             | 13125550                 | 12852147            | 10760499                | 96.2               | 83.7          |
| 17            | Lesser                   | 40748361             | 39564996                 | 38880490            | 32336626                | 95.4               | 83.2          |
| 18            | Greater                  | 19123042             | 18810491                 | 18527112            | 15693492                | 96.9               | 84.7          |
| 19            | Greater                  | 21402942             | 20925405                 | 20477684            | 16777664                | 95.7               | 81.9          |
| 20            | Lesser                   | 20728882             | 20286513                 | 19878204            | 16282603                | 95.9               | 81.9          |
| 21            | Lesser                   | 19443231             | 19078845                 | 18806993            | 15884487                | 96.7               | 84.5          |
| 22            | Greater                  | 18235467             | 17935331                 | 17574415            | 14252223                | 96.4               | 81.1          |
| 23            | Lesser                   | 26961100             | 26352609                 | 25772365            | 21165414                | 95.6               | 82.1          |
| 24            | Greater                  | 55530730             | 54288179                 | 53479288            | 44923647                | 96.3               | 84.0          |
| 25            | Lesser                   | 28469467             | 27932660                 | 27506800            | 22821489                | 96.6               | 83.0          |
| 26            | Greater                  | 17524554             | 17206547                 | 16924114            | 14191919                | 96.6               | 83.9          |
| 27            | Greater                  | 23624195             | 23222179                 | 22870384            | 19154343                | 96.8               | 83.8          |
| <b>Mean</b>   |                          | <b>29511882</b>      | <b>28963617</b>          | <b>28463625</b>     | <b>23744516</b>         | <b>96.4</b>        | <b>83.4</b>   |

# Supplementary material for: Transcriptome profiles of blastocysts originating from oocytes matured in follicular fluid from preovulatory follicles of greater or lesser maturity
**Source:** BMC Genomics. 2025 Apr 4;26:339. doi: 10.1186/s12864-025-11521-0
**Supplement:** Supplementary file 2 — Additional file 2

**Additional file 2** Differentially expressed genes between blastocyst pools from greater and lesser follicle maturity treatments.

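Additional file 2 gives, for each of 113 genes, the eFDR from edgeR and from DESeq2 and the abundance in the greater and lesser follicle maturity treatments. The paper’s table has 37 genes with greater abundance in the greater follicle maturity treatment and 76 in the lesser. The paper’s eFDR values were between 0.001 and 0.014 in edgeR and between 0.002 and 0.014 in DESeq2, and 69 genes were at or below 0.010 in both. The deposited counts were set beside this table without assigning any pool to a treatment. For each gene, the paper’s means were combined with weights of 12 greater and 15 lesser maturity pools and compared with the mean CPM over the 27 pools. All 113 genes were within 10% of this weighted mean, and the ratio was between 99.69% and 99.77%. When CPM was calculated from totals over the 12310 retained genes only, all 113 genes came within 0.001 CPM of the weighted mean. The paper’s abundances were therefore matched by arithmetic means of CPM without TMM scaling, under which the ratio was between 97.9% and 101.3%. With geometric means of CPM + 1, which give less weight to high pools, 55 genes were within 10%, the largest change among the alternatives.
Of the 113 genes, 65 reached 1 CPM in all 27 pools, 42 had a mean below 5 CPM, and 7 had at least 1 pool with no counts. The 37 genes named in the paper’s results had median abundances from 1.22 CPM for TMEM198B to 504 CPM for IDH3A. IDH3A lies on chromosome 21 of ARS-UCD2.0 from 30538337 to 30554570, and its abundance was between 367 and 779 CPM in the 27 pools. TMEM198B lies on chromosome 5 from 57433435 to 57439020, and its abundance was between 0 and 4.11 CPM, with no counts in 3 pools. For each gene, the pool with the highest CPM was expressed as a share of the gene’s CPM summed over pools, which would be 3.70% if all pools were equal. This share was between 4.59% and 37.8% among the 113 genes, with a median of 8.50%, and it was above 10% for 37 genes. The median was at the 100th percentile of 10000 random lists of retained genes matched on mean CPM, and the middle 95% of those lists had medians between 6.68% and 7.53%. The median was 1.20 times that of the matched lists. For lists of the 113 genes with the smallest p-values in random splits of the pools into 12 and 15, this ratio had a median of 1.09 and was at least as high in 6 of 100 splits.
The gene with the highest share was LOC107132012, on chromosome X from 37938896 to 37941264, with 26.6 CPM in pool 19 and a median of 0.860 CPM. DUXA, on chromosome 18 from 64398298 to 64403851, had 110 CPM in pool 9 and a median of 5.14 CPM. LOC100140788, on chromosome 27 from 5917930 to 5921230, had 28.4 CPM in pool 9 and a median of 1.59 CPM. TKDP1, on chromosome 13 from 74075296 to 74092083, had 328 CPM in pool 9 and a median of 20.9 CPM. MGC137030, on chromosome 7 from 42489710 to 42498706, had 65.3 CPM in pool 41 and a median of 10.7 CPM. A gene can have near-identical copies, as can be the case for the trophoblast Kunitz domain protein TKDP1 and the LOC genes. The counting could then have left out reads that match more than 1 copy, or placed them on another copy. The paper does not state how such reads were handled, so these values are uncertain.

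**Figure D3:**
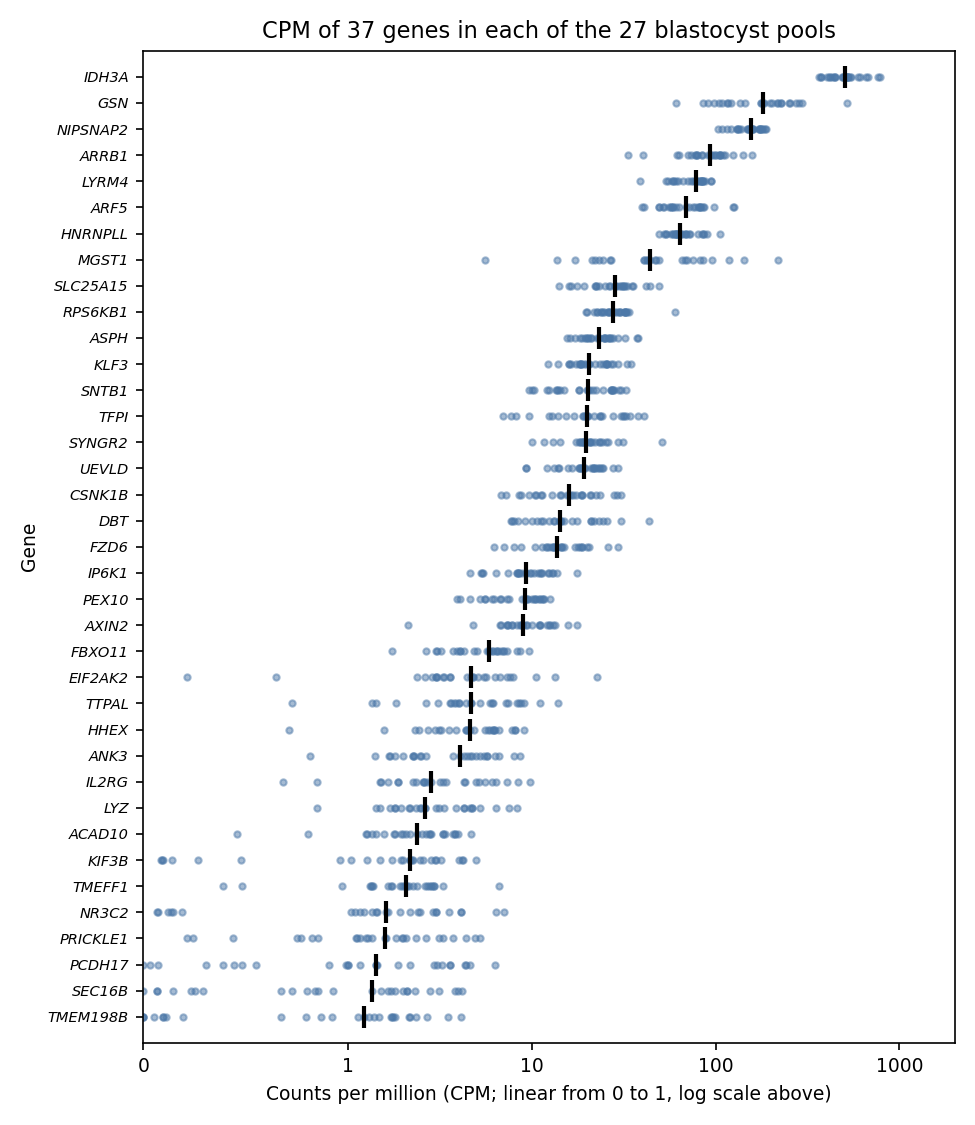
CPM (horizontal axis, linear from 0 to 1 and logarithmic above) of the 37 genes named in the paper’s results, 1 gene per row, ordered by median. Each point is 1 of the 27 blastocyst pools of either treatment and the black bar is the median, from 1.22 CPM for TMEM198B to 504 CPM for IDH3A.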

| Official Gene Symbol                                                                                                                                | Gene Name or Description                                    | eFDR (edgeR) | eFDR (DESeq2) | Mean Abundance (Greater) | Mean Abundance (Lesser) |
|-----------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|--------------|---------------|--------------------------|-------------------------|
| <i>Upregulated in blastocysts produced from oocytes matured in the presence of follicular fluid from preovulatory follicles of greater maturity</i> |                                                             |              |               |                          |                         |
| <i>ADAT3</i>                                                                                                                                        | adenosine deaminase tRNA specific 3                         | 0.004        | 0.005         | 8.399                    | 7.025                   |
| <i>ALDH7A1</i>                                                                                                                                      | aldehyde dehydrogenase 7 family member A1                   | 0.010        | 0.009         | 208.315                  | 162.773                 |
| <i>ARF5</i>                                                                                                                                         | ADP ribosylation factor 5                                   | 0.007        | 0.010         | 78.644                   | 65.373                  |
| <i>AXIN2</i>                                                                                                                                        | axin 2                                                      | 0.005        | 0.005         | 11.812                   | 7.956                   |
| <i>C14H8orf89</i>                                                                                                                                   | chromosome 14 C8orf89 homolog                               | 0.011        | 0.007         | 32.762                   | 26.077                  |
| <i>CPNE9</i>                                                                                                                                        | copine family member 9                                      | 0.009        | 0.010         | 1.421                    | 0.745                   |
| <i>DBT</i>                                                                                                                                          | dihydrolipoamide branched chain transacylase E2             | 0.007        | 0.007         | 19.399                   | 13.942                  |
| <i>DYNC2I2</i>                                                                                                                                      | dynein 2 intermediate chain 2                               | 0.004        | 0.004         | 31.359                   | 25.536                  |
| <i>ENTPD6</i>                                                                                                                                       | ectonucleoside triphosphate diphosphohydrolase 6            | 0.013        | 0.012         | 15.674                   | 11.738                  |
| <i>FAM117A</i>                                                                                                                                      | family with sequence similarity 117 member A                | 0.011        | 0.005         | 48.250                   | 42.915                  |
| <i>FZD6</i>                                                                                                                                         | frizzled class receptor 6                                   | 0.012        | 0.012         | 16.934                   | 13.197                  |
| <i>GSN</i>                                                                                                                                          | gelsolin                                                    | 0.002        | 0.003         | 233.212                  | 152.016                 |
| <i>HNRNPLL</i>                                                                                                                                      | heterogeneous nuclear ribonucleoprotein L like              | 0.005        | 0.005         | 75.341                   | 62.075                  |
| <i>IDH3A</i>                                                                                                                                        | isocitrate dehydrogenase (NAD(+)) 3 catalytic subunit alpha | 0.002        | 0.004         | 565.167                  | 474.123                 |

|                     |                                                                              |       |       |         |         |
|---------------------|------------------------------------------------------------------------------|-------|-------|---------|---------|
| <i>IP6K1</i>        | inositol hexakisphosphate kinase 1                                           | 0.011 | 0.009 | 11.456  | 8.254   |
| <i>KIF3B</i>        | kinesin family member 3B                                                     | 0.007 | 0.009 | 2.735   | 1.487   |
| <i>LOC112442296</i> | uncharacterized LOC112442296                                                 | 0.010 | 0.011 | 2.244   | 1.789   |
| <i>LOC516378</i>    | intestinal alkaline phosphatase VII                                          | 0.004 | 0.005 | 337.700 | 264.927 |
| <i>LOC526041</i>    | ankyrin repeat domain protein                                                | 0.009 | 0.009 | 5.612   | 3.727   |
| <i>LOC528262</i>    | intestinal-type alkaline phosphatase                                         | 0.002 | 0.004 | 336.733 | 271.627 |
| <i>LYRM4</i>        | LYR motif containing 4                                                       | 0.005 | 0.007 | 82.997  | 66.905  |
| <i>NIPSNAP2</i>     | nipsnap homolog 2                                                            | 0.013 | 0.006 | 160.309 | 146.742 |
| <i>NOTCH4</i>       | notch receptor 4                                                             | 0.003 | 0.006 | 1.451   | 0.949   |
| <i>PEX10</i>        | peroxisomal biogenesis factor 10                                             | 0.009 | 0.007 | 9.752   | 7.347   |
| <i>SLC15A1</i>      | solute carrier family 15 member 1                                            | 0.002 | 0.003 | 24.706  | 16.070  |
| <i>SLC25A15</i>     | solute carrier family 25 member 15                                           | 0.011 | 0.011 | 32.765  | 24.805  |
| <i>SNTB1</i>        | syntrophin beta 1                                                            | 0.013 | 0.014 | 23.502  | 17.857  |
| <i>STARD9</i>       | StAR related lipid transfer domain containing 9                              | 0.002 | 0.003 | 5.133   | 3.655   |
| <i>TCEANC2</i>      | transcription elongation factor A N-terminal and central domain containing 2 | 0.011 | 0.007 | 10.143  | 8.657   |
| <i>TFPI</i>         | tissue factor pathway inhibitor                                              | 0.013 | 0.012 | 24.439  | 19.345  |
| <i>TMEFF1</i>       | transmembrane protein with EGF like and two follistatin like domains 1       | 0.004 | 0.004 | 2.733   | 1.746   |

|                                                                                                                                                    |                                              |       |       |        |         |
|----------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------|-------|-------|--------|---------|
| <i>TMEM198B</i>                                                                                                                                    | transmembrane protein 198B                   | 0.013 | 0.013 | 1.669  | 0.961   |
| <i>TMEM39A</i>                                                                                                                                     | transmembrane protein 39A                    | 0.001 | 0.002 | 30.293 | 23.780  |
| <i>TNFRSF8</i>                                                                                                                                     | TNF receptor superfamily member 8            | 0.001 | 0.003 | 9.334  | 5.926   |
| <i>TPRN</i>                                                                                                                                        | taperin                                      | 0.013 | 0.008 | 14.175 | 10.774  |
| <i>UEVLD</i>                                                                                                                                       | UEV and lactate/malate dehydrogenase domains | 0.003 | 0.004 | 22.589 | 16.539  |
| <i>ZNF398</i>                                                                                                                                      | zinc finger protein 398                      | 0.013 | 0.014 | 1.913  | 1.368   |
| <i>Upregulated in blastocysts produced from oocytes matured in the presence of follicular fluid from preovulatory follicles of lesser maturity</i> |                                              |       |       |        |         |
| <i>ACAD10</i>                                                                                                                                      | acyl-CoA dehydrogenase family member 10      | 0.009 | 0.009 | 1.871  | 2.912   |
| <i>AICDA</i>                                                                                                                                       | activation induced cytidine deaminase        | 0.004 | 0.007 | 2.545  | 5.605   |
| <i>ANK3</i>                                                                                                                                        | ankyrin 3                                    | 0.002 | 0.005 | 2.819  | 4.864   |
| <i>ANKRD31</i>                                                                                                                                     | ankyrin repeat domain 31                     | 0.004 | 0.004 | 5.241  | 7.918   |
| <i>ARRB1</i>                                                                                                                                       | arrestin beta 1                              | 0.011 | 0.011 | 77.877 | 102.782 |
| <i>ASPH</i>                                                                                                                                        | aspartate beta-hydroxylase                   | 0.003 | 0.005 | 20.188 | 27.124  |
| <i>BLA-DQB</i>                                                                                                                                     | MHC class II antigen                         | 0.008 | 0.011 | 2.777  | 4.983   |
| <i>CASP8AP2</i>                                                                                                                                    | caspase 8 associated protein 2               | 0.008 | 0.008 | 34.815 | 43.445  |
| <i>CD52</i>                                                                                                                                        | CD52 molecule                                | 0.002 | 0.004 | 11.976 | 19.425  |
| <i>CSNK1B</i>                                                                                                                                      | casein kinase I beta                         | 0.007 | 0.008 | 12.240 | 19.627  |

|                     |                                                           |       |       |        |        |
|---------------------|-----------------------------------------------------------|-------|-------|--------|--------|
| <i>DHRS9</i>        | dehydrogenase/reductase 9                                 | 0.009 | 0.007 | 9.658  | 19.374 |
| <i>DMRT2</i>        | doublesex and mab-3 related transcription factor 2        | 0.003 | 0.007 | 0.749  | 1.529  |
| <i>DNAJC22</i>      | DnaJ heat shock protein family (Hsp40) member C22         | 0.003 | 0.005 | 3.207  | 7.644  |
| <i>DOCK11</i>       | dedicator of cytokinesis 11                               | 0.003 | 0.004 | 13.567 | 23.346 |
| <i>DUXA</i>         | double homeobox A                                         | 0.005 | 0.008 | 7.187  | 17.270 |
| <i>EIF2AK2</i>      | eukaryotic translation initiation factor 2 alpha kinase 2 | 0.007 | 0.008 | 3.537  | 7.153  |
| <i>FBXO11</i>       | F-box protein 11                                          | 0.014 | 0.012 | 4.711  | 6.095  |
| <i>GPATCH2L</i>     | G-patch domain containing 2 like                          | 0.006 | 0.004 | 15.054 | 19.237 |
| <i>H2BC18</i>       | H2B clustered histone 18                                  | 0.002 | 0.004 | 1.312  | 3.164  |
| <i>HHAT</i>         | hedgehog acyltransferase                                  | 0.012 | 0.008 | 1.946  | 2.775  |
| <i>HHEX</i>         | hematopoietically expressed homeobox                      | 0.006 | 0.009 | 3.758  | 5.762  |
| <i>IL2RG</i>        | interleukin 2 receptor subunit gamma                      | 0.009 | 0.010 | 2.419  | 4.759  |
| <i>JCHAIN</i>       | joining chain of multimeric IgA and IgM                   | 0.009 | 0.010 | 3.904  | 5.632  |
| <i>KIAA1671</i>     | KIAA1671                                                  | 0.006 | 0.005 | 8.372  | 11.600 |
| <i>KIF27</i>        | kinesin family member 27                                  | 0.001 | 0.003 | 7.504  | 11.446 |
| <i>KLF3</i>         | KLF transcription factor 3                                | 0.012 | 0.007 | 19.242 | 23.876 |
| <i>LOC100140788</i> | zinc finger protein 596-like                              | 0.002 | 0.003 | 1.438  | 5.181  |
| <i>LOC100847802</i> | uncharacterized LOC100847802                              | 0.008 | 0.013 | 3.703  | 7.033  |

|                     |                                                                   |       |       |        |         |
|---------------------|-------------------------------------------------------------------|-------|-------|--------|---------|
| <i>LOC100850276</i> | UL16-binding protein 3                                            | 0.010 | 0.011 | 2.981  | 5.653   |
| <i>LOC101902691</i> | uncharacterized<br>LOC101902691                                   | 0.013 | 0.010 | 3.181  | 7.559   |
| <i>LOC101902754</i> | cytochrome b-c1 complex<br>subunit Rieske, mitochondrial-<br>like | 0.001 | 0.003 | 14.646 | 26.591  |
| <i>LOC101902918</i> | zinc finger CCCH domain-<br>containing protein 15-like            | 0.008 | 0.011 | 1.054  | 1.557   |
| <i>LOC101903765</i> | UL16-binding protein 3-like                                       | 0.001 | 0.002 | 20.214 | 31.251  |
| <i>LOC101903925</i> | uncharacterized<br>LOC101903925                                   | 0.002 | 0.003 | 2.696  | 6.014   |
| <i>LOC101905019</i> | uncharacterized<br>LOC101905019                                   | 0.010 | 0.011 | 1.552  | 2.671   |
| <i>LOC101908683</i> | uncharacterized<br>LOC101908683                                   | 0.008 | 0.006 | 1.496  | 2.881   |
| <i>LOC104970913</i> | zinc finger protein 37A                                           | 0.005 | 0.009 | 8.110  | 11.003  |
| <i>LOC107132012</i> | EKC/KEOPS complex subunit<br>LAGE3-like                           | 0.010 | 0.006 | 0.865  | 4.009   |
| <i>LOC112441492</i> | zinc finger and SCAN domain<br>containing 4                       | 0.004 | 0.006 | 6.052  | 10.909  |
| <i>LOC112442848</i> | U2 spliceosomal RNA                                               | 0.003 | 0.004 | 1.141  | 2.449   |
| <i>LOC112444653</i> | 5.8S ribosomal RNA                                                | 0.002 | 0.004 | 81.143 | 113.303 |
| <i>LOC112444864</i> | uncharacterized<br>LOC112444864                                   | 0.002 | 0.004 | 1.296  | 1.953   |
| <i>LOC112448649</i> | U6 spliceosomal RNA                                               | 0.003 | 0.008 | 0.742  | 1.381   |
| <i>LOC132342561</i> | uncharacterized<br>LOC132342561                                   | 0.011 | 0.013 | 1.137  | 2.214   |
| <i>LOC132344302</i> | uncharacterized<br>LOC132344302                                   | 0.003 | 0.006 | 1.627  | 4.073   |

|                  |                                                    |       |       |        |        |
|------------------|----------------------------------------------------|-------|-------|--------|--------|
| <i>LOC508666</i> | C-C motif chemokine 23                             | 0.011 | 0.012 | 27.985 | 40.721 |
| <i>LOC517884</i> | PRAME family member 12                             | 0.001 | 0.002 | 14.016 | 22.405 |
| <i>LOC618696</i> | trophoblast Kunitz domain<br>protein 1             | 0.005 | 0.008 | 26.124 | 58.319 |
| <i>LYZ</i>       | lysozyme (renal amyloidosis)                       | 0.012 | 0.014 | 2.541  | 4.071  |
| <i>MARF1</i>     | meiosis regulator and mRNA<br>stability factor 1   | 0.008 | 0.013 | 5.857  | 8.899  |
| <i>MGC137030</i> | uncharacterized protein<br>MGC137030               | 0.007 | 0.011 | 8.091  | 18.409 |
| <i>MGST1</i>     | microsomal glutathione S-<br>transferase 1         | 0.007 | 0.009 | 37.612 | 74.188 |
| <i>MYL4</i>      | myosin light chain 4                               | 0.011 | 0.008 | 4.198  | 8.876  |
| <i>NR3C2</i>     | nuclear receptor subfamily 3<br>group C member 2   | 0.009 | 0.013 | 1.157  | 2.814  |
| <i>PCDH17</i>    | protocadherin 17                                   | 0.008 | 0.011 | 1.151  | 2.543  |
| <i>PHKA1</i>     | phosphorylase kinase<br>regulatory subunit alpha 1 | 0.013 | 0.012 | 9.454  | 13.530 |
| <i>POMC</i>      | proopiomelanocortin                                | 0.010 | 0.012 | 28.023 | 36.134 |
| <i>PRELID3A</i>  | PRELI domain containing 3A                         | 0.013 | 0.012 | 1.538  | 2.522  |
| <i>PRICKLE1</i>  | prickle planar cell polarity<br>protein 1          | 0.010 | 0.012 | 1.276  | 2.469  |
| <i>PRSS2</i>     | serine protease 2                                  | 0.001 | 0.003 | 0.700  | 1.919  |
| <i>RBM15</i>     | RNA binding motif protein 15                       | 0.008 | 0.006 | 11.693 | 15.312 |
| <i>RBM18</i>     | RNA binding motif protein 18                       | 0.005 | 0.007 | 26.114 | 34.141 |
| <i>RPS6KB1</i>   | ribosomal protein S6 kinase B1                     | 0.011 | 0.013 | 26.022 | 30.784 |

|                 |                                                            |       |       |        |        |
|-----------------|------------------------------------------------------------|-------|-------|--------|--------|
| <i>SI00A13</i>  | S100 calcium binding protein<br>A13                        | 0.001 | 0.002 | 2.760  | 4.929  |
| <i>SEC16B</i>   | SEC16 homolog B,<br>endoplasmic reticulum export<br>factor | 0.005 | 0.012 | 1.026  | 1.876  |
| <i>SFXN5</i>    | sideroflexin 5                                             | 0.011 | 0.009 | 4.258  | 5.886  |
| <i>SIGLECL1</i> | SIGLEC family like 1                                       | 0.013 | 0.009 | 1.985  | 3.552  |
| <i>SYNGR2</i>   | synaptogyrin 2                                             | 0.013 | 0.013 | 18.419 | 23.834 |
| <i>THAP5</i>    | THAP domain containing 5                                   | 0.012 | 0.013 | 31.743 | 40.334 |
| <i>TKDP1</i>    | trophoblast Kunitz domain<br>protein 1                     | 0.008 | 0.006 | 20.184 | 72.089 |
| <i>TTLL5</i>    | tubulin tyrosine ligase like 5                             | 0.006 | 0.006 | 5.602  | 8.517  |
| <i>TTPAL</i>    | alpha tocopherol transfer<br>protein like                  | 0.011 | 0.014 | 3.758  | 6.721  |
| <i>TUBA4A</i>   | tubulin alpha 4a                                           | 0.008 | 0.010 | 6.186  | 10.631 |
| <i>VAMP5</i>    | vesicle associated membrane<br>protein 5                   | 0.005 | 0.007 | 1.125  | 2.806  |
| <i>VAMP9</i>    | vesicle associated membrane<br>protein 9                   | 0.010 | 0.008 | 0.822  | 2.287  |
| <i>WDR7</i>     | WD repeat domain 7                                         | 0.013 | 0.008 | 4.244  | 5.766  |

---

How the deposited data were processed for this re-analysis (not part of the article)

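The data were counts of RNA-sequencing reads on genes in 27 pools of 2 bovine blastocysts. The authors amplified cDNA with the SMART-Seq v4 3’ DE Kit, sequenced it, trimmed the forward reads with fastp, mapped them to ARS-UCD2.0 with STAR and counted them with featureCounts, and they deposited the raw counts of 32637 genes without normalization or filtering on abundance. The versions of these tools and the gene annotation release are not named in the paper’s text. The counts are reads and not molecules, so the smallest abundance that 3 counts can show covers counting error only.

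All 27 columns of the table were used, matched to the pools by number. The follicle maturity treatment and the IVF replicate of each pool were not assigned here. The comparison of greater with lesser follicle maturity, the OPLS analysis and the differences between treatments reported for the 113 genes were therefore not analysed here, and no pool was placed in a treatment from its values. Results are over all 27 pools.

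CPM was the count of a gene divided by the total count of the pool over all genes, expressed per 1e6 counts. Genes with at least 1 CPM in 12 pools were retained, as the paper’s methods state. The total count was between 10517606 and 44253564 per pool. Gene positions were taken from the RefSeq annotation of ARS-UCD2.0, in which 12266 of the 12310 retained genes were matched by symbol or synonym.

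The genes of Additional file 2 were compared with lists of the same size drawn from the other retained genes in 10000 draws, matched on mean CPM in 20 bins. Their Spearman correlations with Y-linked transcripts, interferon tau transcripts and the total count of the pool were tested by 100000 permutations of the pools, two-sided, with Benjamini-Hochberg adjustment over the 113 genes. Relations between single measures were tested in the same way, by Spearman and Pearson correlation, and adjusted over the 6 relations computed. Because the pools formed separate clusters in Y-linked transcripts, the correlation of XIST with these transcripts was calculated only within the 18 pools high in them, and the correlations of the listed genes were calculated within those pools as well as over all pools as planned. Principal components were calculated from log2(CPM + 1) of the retained genes, centred and not scaled. The IVF replicate of each pool was not assigned and no other batch was used, so relations across pools were not recomputed within batches.

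Random splits of the 27 pools into 12 and 15, the sizes of the paper’s treatments, were tested with edgeR’s quasi-likelihood test and TMM normalization, without covariates, to count the genes at an unadjusted p of 0.01 or less. There were 100 such splits, with RLE normalization and with all counted genes in 25 of them, and with DESeq2 in 10. The true split was not assigned.

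The genes named were set before the data were examined as the genes named in the paper’s results, XIST, the Y-linked and interferon tau genes, GSTA1, and the 5 genes of Additional file 2 with the largest share in a single pool. The leukocyte markers came from a list written before the counts were examined. DOCK11, DHRS9, LOC101902691 and SIGLECL1 were named after their values were seen. Alternatives covered the CPM limit and number of pools, the normalization (total counts, TMM or DESeq2 size factors), the pseudocount, the kind of mean, the correlation and the p limit. They were set before the data were examined, except the restriction to pools high in Y-linked transcripts, the count of genes called by both edgeR and DESeq2, and the requirement of more than 12 pools, which were chosen after seeing the data.

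The calculations were tested on simulated data. Of 200 genes changed in simulated counts for 12310 genes, edgeR recovered 200 at an adjusted p of 0.05, with 7 false calls, and 0.94% of the unchanged genes had an unadjusted p of 0.01 or less. Of 197 simulated genes that followed a known axis, among 12219 genes, 197 were recovered, and 0 of 200 unrelated genes were called. The changes simulated for edgeR were large, with a median log2 fold change of 1.57 among the raised genes. All simulated genes had the same dispersion, and smaller changes were not simulated. These tests checked the calculations and do not measure the power to find smaller changes in the pools. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.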

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

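The tests in this part were chosen after the Y-linked counts had been seen.

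The paper does not report the sex of the embryos. Transcripts of Y-linked genes, summed over genes, were above 3 counts, the smallest level the depth can show, in all 27 blastocyst pools. No single Y-linked gene was above that level in every pool. They were high in 18 pools, which were set apart from the 9 pools low in them at the largest gap in log2(CPM + 1) of their sum. The summed abundance of the Y-linked markers (DDX3Y, EIF1AY, USP9Y, ZFY and ZRSR2Y; RBMY had no counts and SRY had 1) was between 18.9 and 197 CPM in the 18 pools and between 0.430 and 1.65 CPM in the 9 pools. XIST, the transcript of the inactive X chromosome on chromosome X from 77161577 to 77198299, was between 12.3 and 35.4 CPM in the 9 pools and between 0.0484 and 19.6 CPM in the 18 pools. With 2 embryos per pool and an even sex ratio, 25% of pools would hold no male embryo. The observed share was 33.3% (95% Wilson interval 18.6% to 52.2%), a difference that was not significant (two-sided exact binomial test, p = 0.372).

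Reads from the X-linked copies of these genes could give a Y-linked signal without male cells. The Y-linked sum was at most 0.120% of the sum of 5 X-linked copies in the 9 pools and at least 1.24% in the 18 pools, 10.4 times higher. The pools were grouped by the Y-linked sum itself, so this ratio tests only whether the X-linked copies rose with it. They did not rise enough for misassigned reads at the level of the 9 pools to account for the separation. Depth was tested within the 18 pools only, where the Y-linked abundance and the total count had a Spearman rho of -0.209 (p = 0.402, adjusted p = 0.402) and a Pearson r of -0.155 (permutation p = 0.529, adjusted p = 0.529), and r was 0.0805 without the 2 pools farthest from the median total. In every pool 3 counts were at most 0.285 CPM, so the depth of each pool was enough to show the lowest level of the 18 pools. Male cells other than the embryos could also add Y-linked transcripts, but would not lower XIST. Within the 18 pools, XIST fell as Y-linked abundance rose (Spearman rho -0.523, permutation p = 0.0272, adjusted p = 0.0545; Pearson r -0.643, p = 0.00196, adjusted p = 0.00588), and r was -0.555 without the 2 pools farthest from the median. The adjusted p was above 0.05 for rho and below it for r, and with TMM rho was -0.664 (permutation p = 0.00324). XIST was at most 1.42 CPM in 7 of the 18 pools, so male cells added to the pools do not account for these values unless they made up most of the RNA. A candidate explanation for what remains is that the pools differ in the number of male and female embryos. Treatment and IVF replicate were not assigned to pools here, so this explanation was not tested against a condition of the design.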

How the results depend on the processing

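The number of genes retained stayed within 1.5 times 12310 under 8 of the 9 alternatives set beforehand, from 8942 genes at 1 CPM in all 27 pools to 13849 genes with at least 10 counts in 12 pools. With no filter, 24638 genes had a count in any pool. Requiring more than 12 pools, chosen after seeing the data, gave 12149.

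All 113 genes of Additional file 2 were within 10% of the paper’s weighted mean with total counts, with TMM and with totals over retained genes, and within 5% with total counts. With the geometric mean of CPM + 1 minus 1, 55 genes were. The geometric mean is lower than the arithmetic mean wherever pools differ, and its ratio to the paper’s value was at most 98.5%. The median largest share of a single pool was 8.50% with total counts, 8.39% with TMM and 7.24% for the 71 genes with a mean of 5 CPM or more, and each was at the 100th percentile of its matched random lists.

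The correlation of XIST with Y-linked transcripts within 18 pools kept its direction and stayed under an unadjusted p of 0.05 with TMM (rho -0.664, p = 0.00324). A pseudocount of 0.1 does not change ranks and so could not move rho.

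For the genes of Additional file 2 against Y-linked transcripts, the count at an adjusted p of 0.05 was 4 over all pools and 4 with TMM, where 12 and 19 genes had an unadjusted p of 0.05 or less. It was 2 by Pearson correlation of log2(CPM+1), where 18 genes had an unadjusted p of 0.05 or less. It was 0 within only the 18 pools high in Y-linked transcripts, an alternative chosen after seeing the data, where 5 genes had an unadjusted p of 0.05 or less. The cause was not tested. For interferon tau transcripts the count was 4 under each setting, but the genes changed by Pearson correlation, where ARF5 no longer passed (adjusted p = 0.108) and TKDP1 did (adjusted p = 0.0489). For the total count of the pool it was 0 under each setting, where 1 to 3 genes had an unadjusted p of 0.05 or less.

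The median number of genes at an unadjusted p of 0.01 or less over random splits of the pools was 74. It was 61 with RLE normalization, as with TMM in the same 25 splits, and 72.5 with DESeq2 in 10 splits. In those 10 splits edgeR gave a median of 50.5, and DESeq2 gave more genes than edgeR in 10 of 10. With all genes with any count in place of the retained genes it was 1352, and at a p of 0.05 or less it was 465. Called by both edgeR and DESeq2, an alternative chosen after seeing the data, it was 49 in the same 10 splits, close to edgeR alone in them. The cause of the rise without the filter was not tested.

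Principal component 1 held 15.8% of the variance. It held 16.4% with a pseudocount of 0.1, 13.8% with all genes with any count and 13.6% with scaled genes. These moved by more than the SD of 0.558 among fits that each left out 1 pool, which were between 14.1% and 16.7%, and the cause was not tested. Those fits share nearly all pools, so their SD is smaller than the sampling error. The moves are therefore not shown to exceed what another set of pools would give. With TMM it was 15.2%.

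No paired analysis was made, because the treatment and IVF replicate of each pool were not assigned here and no treatments were compared. Depth limits the genes of low abundance: 42 of the 113 genes of Additional file 2 had a mean below 5 CPM, and at the lowest total 1 CPM was 10.5 counts.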

Other observations

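The tests of the leukocyte genes, of lists from random splits, of interferon tau against Y-linked transcripts, of the principal components against other measures and within the 18 pools high in Y-linked transcripts were chosen after the data had been examined, and the other tests in this part were set before. Treatment and IVF replicate were not assigned to pools here, so no pattern below was set against a condition of the design, and no biological explanation was tested in that way.

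The pools formed 2 clusters in the abundance of Y-linked transcripts. In pools 38, 23, 12, 13, 22, 41, 5, 35 and 33, in that order, the summed Y-linked abundance was 0.43, 0.633, 0.709, 0.975, 1.06, 1.22, 1.5, 1.51 and 1.65 CPM. XIST in the same order was 20.4, 21.1, 21, 12.3, 15.4, 28, 35.4, 26.4 and 32.8 CPM. In pools 9, 14, 42, 46, 24, 15, 19, 44, 26, 45, 6, 25, 31, 36, 28, 32, 1 and 21, in that order, the summed Y-linked abundance was 18.9, 26.5, 31.6, 47, 47.8, 50.1, 52.1, 53.4, 53.6, 54.9, 56.3, 73, 85, 92.8, 109, 112, 118 and 197 CPM. XIST in the same order was 11.5, 12.4, 9.66, 18, 1.03, 0.0484, 2.68, 19.6, 8.27, 18.6, 6.94, 6.71, 3.68, 1.29, 0.475, 1.42, 1.16 and 0.146 CPM.

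Y-linked abundance, as a possible marker of sex composition, was tested as a source of variation in the 113 genes of Additional file 2. The median absolute correlation of these genes with Y-linked transcripts was at the 25.5th percentile of matched random lists, at the 31.9th with TMM and at the 75.5th by Pearson correlation of log2(CPM+1). Each was inside the range of random lists, so the list was not shown to follow Y-linked transcripts more than other genes did. At an adjusted p of 0.05, 4 genes were correlated, each lower in pools with more Y-linked transcripts: DOCK11, DHRS9, TKDP1 and LOC101902691. By Pearson correlation, 2 of them passed, DOCK11 and DHRS9. These were named after their values were seen, and DOCK11 lies on chromosome X. Within the 18 pools high in Y-linked transcripts, the list was at the 0.22 percentile and no gene passed, with 5 genes at an unadjusted p of 0.05 or less. The total count of the pool was also tested, and the list was at the 32.0th percentile, with 0 genes at an adjusted p of 0.05 and 1 gene at an unadjusted p of 0.05 or less.

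Interferon tau, a product of the trophectoderm, differed widely among pools of blastocysts with the same stage and quality score. The summed abundance of 4 interferon tau genes was between 7.21 and 597 CPM, with a median of 41.9 CPM, an 82.7-fold range. The top of this range was pool 9 alone, and the next highest, pool 14, had 265 CPM. IFNT3, on chromosome 8 from 22582520 to 22583580, made up most of the summed abundance. Reads that match more than 1 of these near-identical genes may have been left out or placed on another of them. The median absolute rho of the 113 genes with interferon tau was 0.216, at percentile 97.545 of matched random lists, and at the 95.3rd percentile with TMM. At an adjusted p of 0.05, 4 genes were correlated. SIGLECL1 (rho 0.716), DHRS9 (rho 0.669) and DOCK11 (rho 0.618) rose with interferon tau and ARF5 fell (rho -0.611), and they were named after their values were seen. By Pearson correlation, ARF5 did not pass (adjusted p = 0.108). Genes selected for a difference between groups of pools could give such a value by themselves. Among 100 random splits of the pools into 12 and 15, the 113 genes with the smallest p-values had a percentile at least as high in 25. Interferon tau and Y-linked transcripts were related. Summed interferon tau was between 27.1 and 118 CPM, with a median of 76.4 CPM, in the 9 pools low in Y-linked transcripts, and between 7.21 and 597 CPM, with a median of 31.4 CPM, in the 18 pools high in them. Within the 18 pools it fell as Y-linked abundance rose (Spearman rho -0.569, permutation p = 0.0154, adjusted p = 0.0463; Pearson r -0.515, p = 0.028, adjusted p = 0.042), and r was -0.746 without the 2 pools farthest from the median. DHRS9 and DOCK11 were correlated with both at an adjusted p of 0.05, and SIGLECL1 and ARF5 with interferon tau alone. The relation to interferon tau therefore cannot be told apart from selection of genes on any split of these pools.

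The genes of Additional file 2 were less evenly expressed among pools than matched genes, with a median largest share of a single pool at the 100th percentile. Pool 9 had the highest CPM for 17 of the 113 genes (15.0%), against 7.37% of all retained genes, and pool 31 for 15 genes (13.3%), against 9.20%. These pools were singled out after their values were seen. The median share was 1.20 times that of matched lists. Lists of the same size from random splits had a ratio between 1.01 and 1.31, with a median of 1.09, and were as uneven in 6 of 100 splits. A few high pools and the selection of genes by a difference between groups cannot be told apart as the source of this.

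The number of genes in Additional file 2 was set beside random splits of the same pools. In 26 of 100 random splits into 12 and 15, at least 113 of the 12310 retained genes had an unadjusted p of 0.01 or less in edgeR. The counts were between 30 and 412, with a median of 74, and 123.1 genes would be given by uniform p-values. At an adjusted p of 0.05, the median was 0 genes and the highest 3. In the 10 splits tested with both tools, between 29 and 255 genes had a p of 0.01 or less in both, and 1 split reached 113. The paper used a different rule, an eFDR from permutations in models that included replicate, and the true split was not tested, so these counts do not decide how many of the 113 genes would arise by chance.

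The listed genes CD52, LYZ, JCHAIN and IL2RG belong to a set of leukocyte markers written down before the counts were examined. Their summed abundance was between 11.6 and 65.6 CPM. That of the 5 markers outside Additional file 2 (PTPRC, CD3E, CD79A, CD14 and CD68) was between 2.75 and 18.3 CPM. The sums rose together across the 27 pools (Spearman rho 0.805, permutation p = 1e-05, adjusted p = 6e-05; Pearson r 0.828, p = 1e-05, adjusted p = 6e-05), where 1e-05 is the smallest p that 100000 permutations can give. Without the 2 pools farthest from the median, r was 0.786. A factor shared by genes of like abundance was tested with 10000 random sets of 5 genes, and the observed rho was at the 99.9th percentile, with the middle 95% of random sets between -0.271 and 0.603. RNA or reads from leukocytes in the libraries may therefore contribute to the summed abundance of these 4 genes, although embryonic expression of the same genes was not tested. CD52 made up most of the sum, with a mean of 16.1 CPM against 4.85 for JCHAIN, 3.71 for IL2RG and 3.38 for LYZ. None of the 4 genes was tested alone against the 5 markers, so the result is not shown for each gene. If a fixed number of such reads entered each library, their CPM would fall with depth. The 5 markers had a rho of -0.402 with the total count (p = 0.0387, adjusted p = 0.058) and a Pearson r of -0.426 (p = 0.0265, adjusted p = 0.042), and r was -0.397 without the 2 pools farthest from the median, so the relation was weak and its adjusted p for rho was above 0.05. Such reads may contribute but are not established as the source.

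Principal components 1 and 2 held 15.8% and 9.37% of the variance among pools. Over 12 relations, component 1 was related to the number of genes with a count (absolute rho 0.505, permutation p = 0.00769, adjusted p = 0.0238; absolute r 0.662, p = 0.00021, adjusted p = 0.00126), and absolute r was 0.472 without the 2 pools farthest from the median. Component 1 was related to interferon tau as well (absolute rho 0.505, permutation p = 0.00795, adjusted p = 0.0238; absolute r 0.444, p = 0.0204, adjusted p = 0.0489), with 0.487 without the 2 farthest pools. Component 2 was also related to interferon tau (absolute rho 0.664, permutation p = 0.00018, adjusted p = 0.00216; absolute r 0.659, p = 0.00019, adjusted p = 0.00126), with 0.549 without the 2 farthest pools. Neither component was related to the total count (adjusted p = 0.352 and 0.511 for rho). The clusters of pools in Y-linked transcripts were also set apart on component 1. The 9 pools low in these transcripts scored between 12.5 and 31.0, and 17 of the 18 pools high in them scored at most 8.27, while pool 9 scored 19.9. Within the 18 pools, component 1 was not related to Y-linked abundance at an adjusted p of 0.05 (absolute rho 0.373, permutation p = 0.128, adjusted p = 0.192; absolute r 0.209, p = 0.376, adjusted p = 0.44), although absolute r was 0.556 without the 2 pools farthest from the median. For component 2, absolute rho was 0.529 (permutation p = 0.0263, adjusted p = 0.0526) and absolute r was 0.514 (p = 0.033, adjusted p = 0.0566), with 0.498 without those pools. Within the same 18 pools, component 1 and interferon tau had an absolute rho of 0.579 (permutation p = 0.0126, adjusted p = 0.0302) and an absolute r of 0.511 (p = 0.0281, adjusted p = 0.0562), with 0.416 without the 2 farthest pools. Component 2 and interferon tau had an absolute rho of 0.637 (permutation p = 0.00546, adjusted p = 0.0238) and an absolute r of 0.649 (p = 0.00345, adjusted p = 0.0138), with 0.470 without the 2 farthest pools. Component 1 and the number of genes with a count had an absolute rho of 0.379 (permutation p = 0.121, adjusted p = 0.192) and an absolute r of 0.601 (p = 0.00757, adjusted p = 0.0227) there, with 0.221 without the 2 farthest pools, so that r rested on those pools.

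GSTA1, which the paper’s discussion names and Additional file 2 does not list, was between 0.129 and 15.5 CPM in the 27 pools, with a median of 1.63 CPM. It reached 1 CPM in 20 pools, and pool 41 held 21.4% of its summed CPM.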
